# Lineage tracing of mutant granulosa cells reveals in vivo protective mechanisms that prevent granulosa cell tumorigenesis

**DOI:** 10.1038/s41418-023-01132-1

**Published:** 2023-02-23

**Authors:** Shudong Niu, Kaixin Cheng, Longzhong Jia, Jing Liang, Lu Mu, Yibo Wang, Xuebing Yang, Chen Yang, Yan Zhang, Chao Wang, Lijun Huang, Huarong Wang, Shuang Zhang, Hua Zhang

**Keywords:** Cancer models, Predictive markers

## Abstract

Ovarian granulosa cell tumors (GCTs) originate from granulosa cells (GCs) and represent the most common sex cord-stromal tumor in humans. However, the developmental regulations and molecular mechanisms underlying their etiology are largely unknown. In the current study, we combined a multi-fluorescent reporter mouse model with a conditional knockout mouse model, in which the tumor suppressor genes *Pten* and *p27* were deleted in GCs, to perform cell lineage tracing of mutant GCs. We found that only 30% of ovaries with substantial mutant GCs developed into GCTs that derived from a single mutant GC. In-depth molecular analysis of the process of tumorigenesis demonstrated that up-regulation of immune evasion genes *Cd24a* and *Cd47* led, in part, to the transition of mutant GCs to GCTs. Therefore, treatment with the *Cd47* inhibitor RRX-001 was tested and found to efficiently suppress the growth of GCTs in vivo. Together, our study has revealed an immune evasion mechanism via CD24/CD47 upregulation to GCT formation, shedding light on the future potential clinical therapies for GCTs.

## Introduction

In the ovary, granulosa cells (GCs) produce sex hormones and support the development of oocytes [1, 2]. To achieve these functions, GCs are the most active cell lineage in the ovaries in terms of differentiation and proliferation. Granulosa cell tumors (GCTs), which derive from GCs, are the most common sex cord-stromal tumor; however, they constitute less than 5% of all ovarian tumors [3]. Although the incidence of GCTs is relatively low, there is a high chance of recurrence and development of life-threatening advanced tumors [4, 5]. Given that relapsed GCTs do not respond well to current standard chemotherapy, novel targeted therapeutics are urgently needed.

Forkhead box protein L2 (FOXL2), a member of the forkhead-winged helix family, is highly conserved and required for the maintenance of GCs [6, 7]. A somatic point mutation, 402 C → G (C134W), in FOXL2 has been identified in almost all human adult types of GCTs [8]. However, due to the difficulties associated with in vivo studies on human patient, the pathogenesis of GCTs at the developmental and molecular levels has yet to be elucidated. In addition, the utilization of genetically modified mouse models has led to the identification of several genes reportedly involved in GCT formation [9–11]. These genes include *Inha*, *Smad1*, and *Smad5* in the TGFβ pathway or constitutively active TGFβ signaling [12–14], and *Foxo1*, *Foxo3*, and *Pten* in the PI3K pathway. Interestingly, all the studied mouse models exhibited low GCT incidence in mutant females, which is consistent with the pathological characteristics of human GCTs. These studies shed light on the molecular mechanisms regulating GCT tumorigenesis and implied that the development of GCTs from mutant GCs is a complicated process. However, due to the lack of appropriate strategies for tracing the development of mutant GCs in vivo, the GCT formation mechanism remains largely unknown.

Phosphatase and tensin homolog deleted on chromosome 10 (PTEN) was first identified as a tumor suppressor and plays multiple regulatory roles in ovarian development, especially the control of oocyte activation [15, 16]. As a negative regulator of PI3K signaling, PTEN was also reported to be involved in the tumorigenesis of epithelial ovarian cancer and inversely correlated with ovarian cancer clinical outcome [15, 17, 18]. P27 is an inhibitor of cyclin-dependent kinase and functions as a tumor suppressor in multiple tumor types, including epithelial ovarian cancer, pituitary tumor, and endometrial carcinoma [19–21]. In the ovary, it is highly expressed in ovarian follicle pregranulosa cells and plays a vital role in controlling follicular development [22]. Interestingly, although PTEN and P27 are the key suppressors of tumorigenesis, deletion of either *Pten* or *p27* results in hardly any GCT formation in mice. It was reported that *Pten* and *p27* have a cooperative role in tumor suppression [23]. Whether PTEN and P27 cooperate in GCT formation is unknown.

In this study, we created a mouse model that shared similar symptoms with human GCT cases by inducible deletion of *Pten* and *p27* from GCs. Furthermore, we combined the multi-fluorescent *Rainbow* reporter mouse model with a GCT mouse model, and performed cell lineage tracing of mutant GCs which revealed a single mutant GC derived pattern of GCT tumorigenesis. RNA-Seq analysis of tumorigenesis showed that a molecular evolution occurred when mutant GCs transformed into GCTs, and the increase in innate immunity factors, such as *Cd47*, might determine the formation of GCTs. Therefore, inhibition of *Cd47* suppressed the GCT formation efficiently.

## Results

### Deleting *Pten* and *p27* from granulosa cells (GCs) to establish an inducible GC mutant mouse model

The expression patterns of *Pten* and *p27*, which are well-identified tumor suppressor genes [15, 24], were first detected at different ages. At the transcriptional and translational levels, the PCR and western blot results showed that both *Pten*/PTEN and *p27*/P27 were expressed in the ovaries from newborn to adult (Fig. 1A, B and Supplementary Fig. S1A). Via immunostaining, we found that PTEN and P27 were mainly localized in the (pre-)GCs (Fig. 1C, D), which are FOXL2-positive cells in the ovaries. These results showed the continuous expression of PTEN and P27 in the ovarian GCs.

**Fig. 1:**
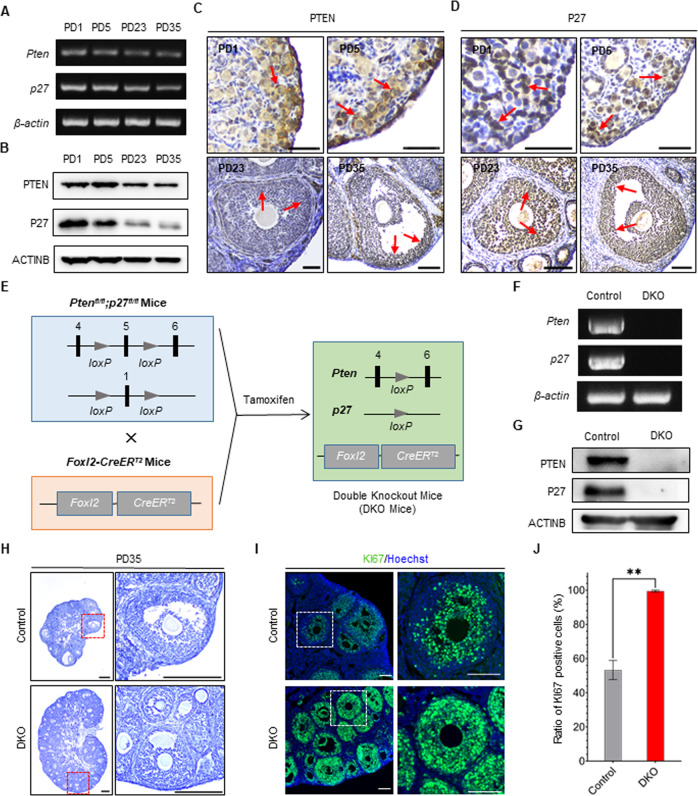
Deleting *Pten* and *p27* from granulosa cells (GCs) to establish an inducible GC mutant mouse model. **A** PCR results of *Pten* and *p27* transcripts in ovaries on different postnatal days (PDs) as indicated, showing a continuous transcription of both genes in the ovaries from newborn to adult. **B** Immunoblot of PTEN and P27 in ovaries on different PDs as indicated, showing a continuous expression of both proteins in the ovaries from newborn to adult. Immunohistochemistry of PTEN (**C**) and P27 (**D**) on PD1, PD5, PD23, and PD35, demonstrating a clear distribution of both proteins in (pre-)GCs from newborn to adult. Red arrows indicate (pre-)GCs. Scale bars: 100 μm. **E** Schematic diagram of the *Pten*^*fl/fl*^, *p27*^*fl/fl*^, and *Foxl2-CreER*^*T2*^ alleles and the conditional double knockout (DKO) mouse generated upon tamoxifen (Tam) administration on PD1, PD3, and PD5. **F** PCR results of *Pten* and *p27* in NoCre control and DKO GC genome DNA, revealing the efficient knockout of both genes in DKO GCs. **G** Immunoblot of PTEN and P27 in NoCre control and DKO GCs on PD23, revealing no expression of either protein in DKO GCs. **H** Representative hematoxylin-stained sections from NoCre control and DKO ovaries on PD35, showing numerous growing follicles developing in the ovaries of a DKO mouse one month after completion of Tam treatment, as described above. The boxed regions in the left panels are magnified in the right panels. Scale bar: 500 μm. **I** Immunofluorescence staining with KI67 (proliferation marker, green) and Hoechst (nuclear stain, blue) of ovaries from NoCre control and DKO mice on PD35, illustrating the excessive proliferative activity of the mutant GCs in the ovaries of DKO mice. Scale bar:  100 μm. **J** Statistical results of KI67-positive cells in follicles at the developmental stage from ovaries of NoCre control and DKO mice, confirming the conclusion stated in I. Data represent mean ± SD from three mice of each genetic background. **P < 0.01, unpaired *t* test.

Next, we crossed the *Pten*^*fl/fl*^;*p27*^*fl/fl*^ mutant mice with a well-identified GC-specific inducible Cre mouse model (*Foxl2-CreER*^*T2*^) to generate a *Foxl2-CreER*^*T2*^;*Pten*^*fl/fl*^;*p27*^*fl/fl*^ mouse model (Fig. 1E). In this mouse model, the deletion of *Pten* and *p27* from GCs could be induced by tamoxifen (Tam) administration. The resulting mice are referred to as DKO mice, and the littermates of the NoCre;*Pten*^*fl/fl*^;*p27*^*fl/fl*^ females are referred to as control mice. To efficiently delete *Pten* and *p27* from (pre-)GCs, Tam was administrated to DKO females at postnatal day 1 (PD1), PD3, and PD5. PCR and western blot analysis showed that there was a complete loss of both *Pten*/PTEN and *p27*/P27 in the GCs of DKO females at PD23, demonstrating satisfactory deletion efficiency after neonatal Tam treatment (Fig. 1F, G). Therefore, the ovaries of DKO mice contained mutant GCs without the tumor suppressors PTEN and P27.

After Tam treatment, ovaries from DKO and control mice had similar morphologies. They had many primordial follicles at PD5, indicating that the neonatal deletion does not affect the formation of primordial follicles (Supplementary Fig. S1B). However, the ovaries of the DKO mice were much larger than those of the control mice from PD13 to PD35, and numerous growing follicles were seen in the ovaries of the DKO mice, showing a phenotype of follicle over-activation (Fig. 1H and Supplementary Fig. S1B). This is consistent with the previous findings on follicle over-activation in *p27*-knockout females [25]. Moreover, we found that the proliferating ratio of GCs in ovaries of DKO mice was significantly higher than that of GCs in ovaries of control mice at PD35, showing that deletion of *Pten* and *p27* led to excessive proliferation of mutant GCs in ovaries (Fig. 1I, J). Although a follicle over-activation phenotype was found in all mutant ovaries, we did not find any tumor-like structures in DKO females before adulthood.

### Granulosa cell tumors (GCTs) form in double knockout (DKO) females with relatively low incidence in a short time frame

By 2 months of age, the ovaries of the DKO female mice contained many small cyst-like structures with cavities (Fig. 2A). Nuclear staining showed that most of the cysts contained only a few cells, and only a small proportion of the cysts were full of residual cells, which were rapidly dividing (Fig. 2A and Supplementary Fig. S2A). Immunostaining showed that these active cells were FOXL2 positive, indicating that the cysts were derived from the mutant GCs (Fig. 2B). Notably, although many abnormal cysts were found in the ovaries of the DKO females, there were no classical tumor-like structures in any of the ovaries at two months old.

**Fig. 2:**
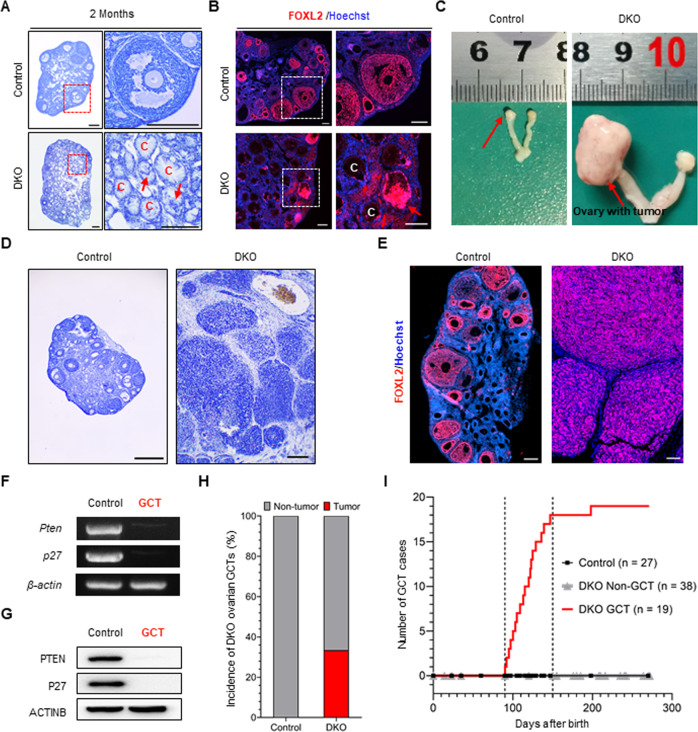
GCTs formed in DKO females with relatively low incidence in a short time frame. **A** Representative hematoxylin-stained sections of ovaries from NoCre control mice and DKO mice at two months after completion of Tam treatment, showing numerous cyst-like structures with cavities appearing in the ovaries of DKO mice. C indicates cyst-like structures. Red arrows indicate residual cells. The boxed regions in the left panels are magnified in the right panels. Scale bar: 500 μm. **B** Immunofluorescence staining of FOXL2 (GC marker, red) and Hoechst (nuclear stain, blue) in ovaries of NoCre control and DKO mice, showing residual cells were FOXL2 positive. The boxed regions in the left panels are magnified in the right panels. C indicates cyst-like structures. The red arrow indicates residual FOXL2-positive cells. Scale bar: 100 μm. **C** Representative images of genital ducts and ovaries dissected from NoCre control and DKO mice, showing an ovarian tumor that developed in a DKO mouse at three to four months. Red arrows indicate the normal ovary (left) and ovarian tumor (right). **D** Representative hematoxylin-stained sections of ovaries showing nest structures with clear outlines in a DKO ovarian tumor compared to a control ovary dissected from a NoCre control mouse of similar age. Scale bar: 500 μm. **E** Immunofluorescence staining of FOXL2 (red) and Hoechst (blue) in ovaries of NoCre control and DKO mice, showing that the tumor cells that developed in DKO females were FOXL2 positive. Scale bar: 100 μm. **F** PCR results showing that there was no *Pten* or *p27* in the GCT cell genome DNA from DKO mice compared to the NoCre control GC genome DNA. **G** Immunoblot results showing that PTEN and P27 were not expressed in GCT cells from DKO mice compared to NoCre control mice GCs. **H** Statistical results showing that the incidence of GCTs in DKO mouse ovaries was 33.3% (19/57) during the nine months of tracing. **I** Statistical results showing the number of GCT cases detected at the indicated days, illustrating that GCT tumorigenesis was concentrated in a short time frame from three to four months.

From three months on, enlarged and solid ovaries were gradually detected in some of the DKO females. Dissection revealed that these ovaries usually appeared in hemorrhagic solid and/or cystic tumorous tissues and reached 0.8–1.2 cm in size, which was in sharp contrast to the normal ovaries (0.1–0.2 cm) found in the control females at the same age (Fig. 2C). To determine the characteristics of the enlarged ovaries, a histopathological analysis was performed and found that there were many distinguishable nest structures (size variation of 0.1–5 mm) with clear outlines in the enlarged ovaries (Fig. 2D). This was in contrast to the normal distribution of ovarian follicles found in the control ovaries. Immunofluorescent staining demonstrated that all cells in the ovarian nests were FOXL2 positive (Fig. 2E). The nuclei exhibited a highly uniform round/oval shape (Supplementary Fig. S2B), resembling the reported characteristics of human GCT cells [3, 26]. To identify whether the ovarian nest cells were derived from mutant GCs or other cells, we detected *Pten*/PTEN and *p27*/P27 in GCT cells from DKO females. None of the GCTs was found detectable for DNA or protein for *Pten*/PTEN or *p27*/P27, confirming that the GCTs were derived from mutant GCs in the ovaries of DKO females (Fig. 2F, G). Therefore, we concluded that the GCTs were formed in the DKO females three months after deletion.

Although a large number of mutant GCs were found to exist in the ovaries, only 35.6% ± 13.9% of the DKO females had GCTs during the nine months of the study (Fig. 2H), and in these mice, 84.2% bore unilateral tumors while others bore bilateral tumor (Supplementary Fig. S2C). The ovaries in the remaining DKO females were retarded in a state that resembled ovaries at two months old with many cyst-like structures (Supplementary Fig. S2D). Additionally, GCT incidence was found to be concentrated within a short time frame at the age of three to four months (Fig. 2I).

### GCT nests are derived from single mutant GCs in DKO females

To explain the low incidence of GCT formation, we hypothesized that GCT formation requires the aggregation of multiple mutant GCs. To test this hypothesis, we introduced a multi-fluorescent *Rainbow* reporter into DKO mice to generate an in vivo mutant GC mouse model for tracing. In this genetic approach, Tam administration induces a *Foxl2-CreER*^*T2*^-mediated recombination at the *Rainbow* cassette, leading to a random change in expression from green EGFP to red RFP, orange OFP, or cyan CFP in the mutant GCs (Fig. 3A). This method allows us to trace the developmental fate of mutant GCs at the single-cell level and to identify the cellular origin of GCT nests by analyzing their fluorescent color in vivo. In this study, the *Foxl2-CreER*^*T2*^;*Pten*^*fl/fl*^;*p27*^*fl/fl*^*;Rainbow* females were termed *Rb*-DKO mice, and the *Foxl2-CreER*^*T2*^;*Rainbow* females were used as controls and were defined as *Rb*-Control mice.

**Fig. 3:**
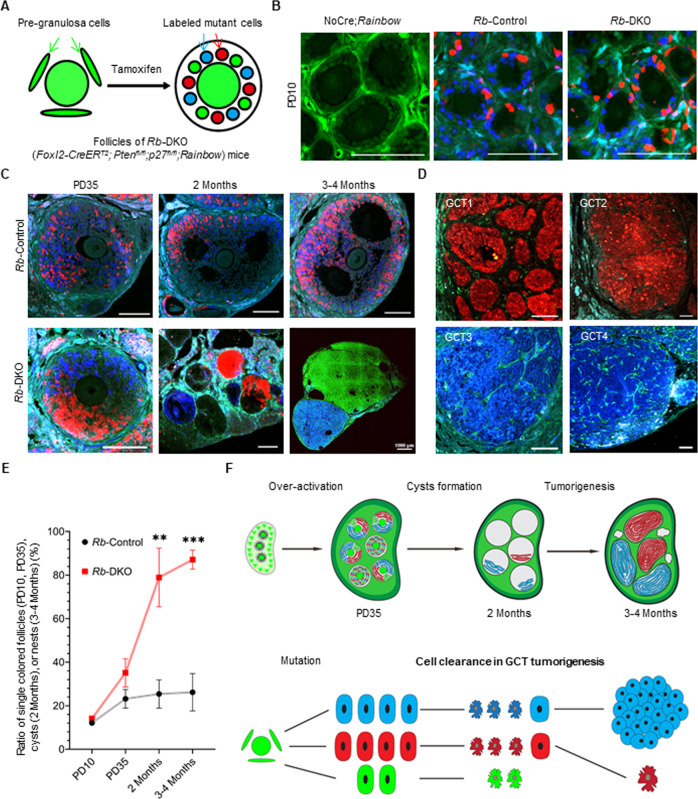
Granulosa cell tumor (GCT) nests are derived from single mutant granulosa cells (GCs) in DKO females. **A** Schematic diagram depicting the lineage tracing strategy using *Rb-*DKO (*Foxl2-CreER*^*T2*^*;Pten*^*fl/fl*^*;p27*^*fl/fl*^*;Rainbow*) mice. **B** Fluorescent detection in cross-sectioned ovaries from NoCre;*Rainbow*, *Rb*-Control, and *Rb-*DKO mice on PD10 with tamoxifen (Tam) induction on PD1, PD3, and PD5, showing specific and random labeling of GCs in ovaries of *Rb*-Control and *Rb-*DKO mice. **C** Fluorescent detection of randomly labeled GCs in ovaries from *Rb*-Control and *Rb*-DKO mice after Tam induction (PD1, PD3, and PD5) at indicated time points, revealing a clear single-cell origin pattern of GCT nests in *Rb*-DKO females. **D** Fluorescent detection in *Rb*-DKO mice three to four months after Tam treatment, showing single-color labeling of cysts in GCTs, which demonstrates that one mutant GC is enough to form a GCT in *Rb*-DKO females. **E** Statistical results of single-colored follicles, cysts, or nests determined at the indicated times in mice from each treatment group (*n* = 3 mice/group), confirming the conclusion stated in **C** and **D**. Data represent means ± SD, **P < 0.01, ***P < 0.001, two-way ANOVA. **F** Upper panel shows a schematic diagram illustrating the process of GCT formation: each GCT nest derives from a single mutant GC, and one mutant GC is enough to form a GCT. The lower panel shows a schematic diagram depicting a potential cleaning mechanism utilized during the development of mutant GCs into tumor cells. Most mutant GCs are removed by an internal cleaning mechanism, leaving a few mutant GCs to form GCTs by gaining unknown factors.

To trace the development of mutant GCs, Tam was administered on PD1, PD3, and PD5 to the *Rb*-DKO and *Rb*-Control females. On PD10, in most of the ovarian follicles of the *Rb*-DKO and *Rb*-Control females, GCs were labeled with CFP or RFP; however, this was not observed in the ovaries of negative control NoCre; *Rainbow* females (Fig. 3B). These fluorescently labeled GCs were localized in the follicles with a mixed-color pattern, showing a random labeling after Tam-induced recombination. In terms of follicular development, we found that on PD35, the randomly distributed model of labeled GCs continued in follicles from the secondary to antral stages in both *Rb*-DKO and *Rb*-Control females (Fig. 3C). In *Rb-*DKO mice at two months of age, the majority of cysts (78.9%) that contained cells were labeled with a single color in the mutant ovaries (Fig. 3C). This result strongly implies that the surviving cells in cysts are derived from single mutant cells.

Regarding GCT development, GCTs were detected with enlarged ovaries in around 30% of *Rb*-DKO females, and the incidence was similar to that in DKO females, suggesting that the *Rb* cassette did not affect GCT formation. In line with the single-color labeling of cysts in ovaries at two months, almost all of the GCT nests were composed of single-color labeled cells (Fig. 3C, D). Statistical analysis confirmed that the majority of the GCT nests were composed of single-color labeled cells, which was in sharp contrast to the follicles in *Rb*-Control females that had mixed-color labeled cells (Fig. 3E). This result suggests that each GCT nest is derived from a single mutant GC, and that one mutant GC is enough to form a GCT. Furthermore, our findings imply that there is a cleaning mechanism during the development of mutant GCs in the ovaries of DKO mice: an internal clean-up mechanism removes most of mutant GCs, leaving only a few mutant GCs to survive and form single cell derived GCTs by gaining unknown factors (Fig. 3F).

### The pathways of apoptosis and PGCCs formation contribute to single cell derivation of GCT

To reveal key cellular components and pathways responsible for the single cell derivation of GCT, we collected mutant GCs from ovaries of PD23 DKO mice (MT-GCs) and GCT cells from four-month-old DKO females with tumors (GCTs). GCs from ovaries of PD23 control mice (WT-GCs) were used as normal controls. 

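Expression was read from 9 RNA-Seq libraries, 3 of WT-GCs, 3 of MT-GCs and 3 of GCTs. WT-GCs and MT-GCs came from mice at PD23 and GCTs from tumor-bearing mice at 4 months, so GCTs differed from the other groups in age as well. The text describes the donors as DKO and control mice, whereas Fig. 4A labels them *Rb*-DKO and *Rb*-Control, which also carry the *Rainbow* reporter. The text and the sample labels name GCs and GCT cells, whereas the methods name total RNA of ovaries, GCT tissues and GCT cells and the legend of Supplementary Fig. S3 names ovaries and tumors. The 3 samples of a group are described as biological replicates, but whether each was a single animal or a pool is not given. P-values therefore set group differences against the spread between these samples, which may not be that between animals. The libraries were prepared with the NEBNext Ultra RNA kit and read on the Illumina Novaseq platform as 150 bp paired-end reads. The authors' values are in FPKM, fragments scaled to gene length and to the total fragments of the library. The submitters' processing notes name the mouse genome build mm10 and DESeq2 version 1.16.1. The aligner, the counting tool, the annotation and the way FPKM was computed are not given in the sources used here.

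The FPKM of 32 genes were analysed, of which 30 have a symbol and 2 are unannotated transcripts. How these genes were chosen is not given in the sources used here, and other genes were not analysed here. Counts of DEGs, directions and overlaps among them therefore do not stand for the transcriptome. The choice may have favored genes that are high in 1 group, which would raise the share of DEGs. The 32 genes include inhibin and activin subunits, steroidogenic enzymes, matrix proteins, glycolytic enzymes, chaperones, translation factors and 6 genes of the mitochondrial genome. *Pten* and *p27* (*Cdkn1b*), whose loss would check the labels, were not analysed here. With 32 genes, column totals are not library sizes, so the depth of each library is unknown and no test on counts was made. FPKM were taken as log2(FPKM + 1), and limma was fitted to all 9 libraries with the 3 groups. A gene was called a DEG at an adjusted p (Benjamini-Hochberg over the 32 genes) under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low values. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the calls rest on the spread that limma estimates over all groups and genes. Of 22 gene lists fixed before the data were examined, 3 had members among the 32 genes: 4 of 17 granulosa cell genes, 2 of 18 glycolysis genes and 2 of 9 luteal and steroidogenic genes. The lists for theca and stroma, endothelium, macrophages, lymphocytes, erythroid cells and oocytes had 0 members, so the share of other ovarian cells could not be read. Reads of *mt-Co1*, *mt-Nd4*, *Eef1a1*, *Hspa8*, *Pkm*, *Malat1*, *Eno1* and *Tpt1* may be shared with near-identical stretches in transcripts of other genes. *mt-Co1*, *mt-Nd5*, *Thbs1*, *Inhba*, *Col4a1* and *Malat1* overlap a gene on the other strand, and whether strand was used in counting is not given in the sources used here.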

RNA-Seq was performed to analyze the transcriptomic gene expression profiles of those cells (Fig. 4A). Analysis of differentially expressed genes (DEGs) identified 5,806 DEGs between WT-GCs and MT-GCs (Fig. 4B). These data suggested that loss of *Pten* and *p27* caused abnormal expression of a large number of genes; however, these changes did not drive the GCs to transform into GCTs. In contrast to the DEG results of the WT-GCs and MT-GCs, there were 2,686 DEGs identified between the MT-GCs and GCTs, and 6,985 DEGs identified between the WT-GCs and GCTs. 

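Of the 17 granulosa cell genes listed, 4 were measured. In MT-GCs against WT-GCs, 4 of these were lower and 0 were higher (4 lower when adjusted over the list alone). *Inha*, which encodes the inhibin alpha subunit and lies on chromosome 1 of mm10 from 75507077 to 75510366, was at 5630 ± 2024 FPKM (SD, n = 3) in WT-GCs and at 394 ± 10.3 (SD, n = 3) in MT-GCs. Its log2 fold change was -3.76 (standard error 0.35, adjusted p = 8.5e-05 from limma). *Inhbb*, the beta B subunit gene on chromosome 1 from 119415465 to 119422248, fell from 1037 ± 453 to 57.5 ± 37.9 FPKM (SD, n = 3 each). The log2 fold change of *Inhba*, the beta A subunit gene, was -3.08, and that of *Gja1*, which encodes the gap junction protein connexin 43, was -2.82. In WT-GC replicate 3 these 4 genes lay below the mean of replicates 1 and 2, with log2 differences from -0.62 to -1.19. Whether a lower share of granulosa cells in the MT-GC libraries accounts for the fall stays open. *Hsd3b1*, an enzyme of progesterone synthesis, had a log2 fold change of -2.09 (adjusted p = 0.014 from limma), and its call ended without MT-GC replicate 3 (-1.87). *Cyp11a1*, the other luteal and steroidogenic gene measured, had a log2 fold change of 1.21 (adjusted p = 0.23 from limma), which did not pass the threshold except with WT-GC replicate 3 and GCT replicate 1 both left out (1.69), a setting chosen after the data were examined. Of these 2 genes, 1 was thus lower and 0 were higher (1 lower when adjusted over the list alone).

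The genes higher in MT-GCs included *Col4a1*, *Sparc*, *Clu*, *Flna* and *Dag1*. The share of other ovarian cells in the libraries could not be read, so whether these rises lie in GCs was not tested. *Col4a1*, a collagen chain of basement membranes on chromosome 8 from 11198423 to 11312826, was at 30.4 ± 43.0 FPKM (SD, n = 3) in WT-GCs and at 476 ± 61.2 (SD, n = 3) in MT-GCs, a log2 fold change of 4.97 (standard error 0.90, adjusted p = 0.0016 from limma). The matrix protein gene *Sparc* rose by 3.35 on the log2 scale and the thrombospondin gene *Thbs1* by 1.73. *Clu*, which encodes the secreted chaperone clusterin, went from 199 ± 1.40 to 1865 ± 368 FPKM (SD, n = 3 each), and *Flna*, the actin crosslinker filamin A, and *Dag1*, the matrix receptor dystroglycan, had log2 fold changes of 1.61 and 1.73. WT-GC replicate 3 held most of the *Col4a1* and *Sparc* signal of WT-GCs, with 80.0 FPKM of *Col4a1* against 6.39 and 4.85 in replicates 1 and 2, and 257 FPKM of *Sparc* against 31.0 and 39.6. Without that library the log2 fold changes were 6.17 for *Col4a1* and 4.30 for *Sparc*, and without WT-GC replicate 2 that of *Col4a1* was 4.28.

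**Figure D1:**
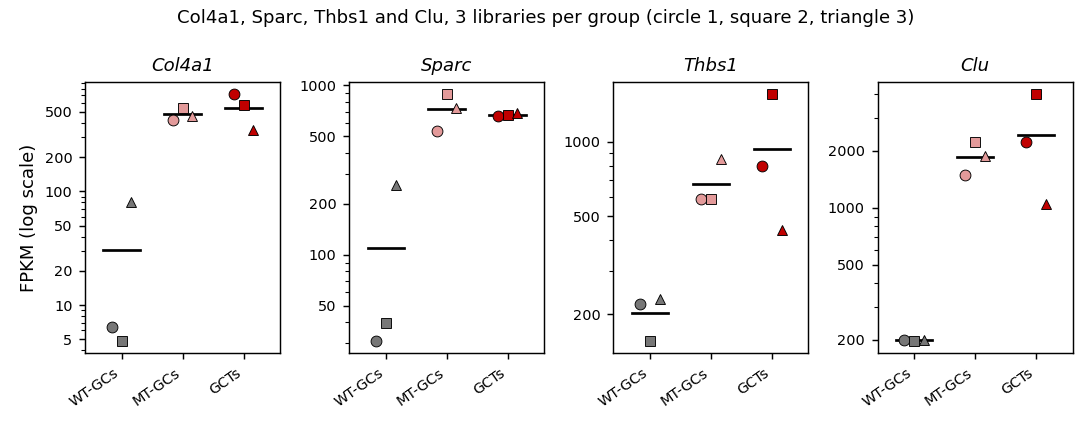
FPKM on a log scale (vertical axis) of *Col4a1*, *Sparc*, *Thbs1* and *Clu* in WT-GCs, MT-GCs and GCTs (horizontal axis). Each point is a library (circle, replicate 1; square, replicate 2; triangle, replicate 3) and each bar a group mean over 3 libraries. The triangle of WT-GCs stands above the other WT-GC points for *Col4a1* (80.0 FPKM) and *Sparc* (257 FPKM) but not for *Clu* (200.3 FPKM).

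Of the 32 genes, 20 were DEGs in limma between MT-GCs and WT-GCs, 14 higher and 6 lower. For 26 genes every MT-GC library lay on one side of every WT-GC library. Chance gives this for 10% of genes chosen without regard to the groups, and how these genes were chosen is not known. When libraries were scaled to the translation genes *Eef1a1*, *Eef2* and *Tpt1*, a setting chosen after the data were examined, 8 genes were higher and 6 lower. These translation genes were on average higher in MT-GCs, so the scaling lowered every log2 fold change by 0.33 and fewer higher calls are built in. Of the 20 calls, 12 held in every setting tried. The calls of *Thbs1* and *Malat1* ended only with that scaling (1.41 and 0.57), that of *Nedd4* also without WT-GC replicate 1 (0.64) or MT-GC replicate 3 (0.61), and that of *Serpine2* without WT-GC replicates 1 (-1.14) or 2 (-1.12) or MT-GC replicates 2 (-1.01) or 3 (-1.25). That of *Hspa8*, which has 6 near-identical copies elsewhere, ended without WT-GC replicates 1 (0.71) or 2 (0.75) or any 1 of the MT-GC libraries (0.75 to 0.76), and with that scaling (0.43).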

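Between MT-GCs and GCTs the inhibin and activin subunit genes moved in different directions. *Inha* fell further, to 38.7 ± 13.6 FPKM (SD, n = 3), with a log2 fold change of -3.38 against MT-GCs (standard error 0.35, adjusted p = 1.9e-04 from limma). *Inhba*, on chromosome 13 of mm10 from 16011851 to 16031621, rose from 110 ± 42.9 FPKM in MT-GCs to 389 ± 169 in GCTs (SD, n = 3 each), a log2 fold change of 1.79 (standard error 0.40, adjusted p = 0.0096 from limma). *Inhbb* had a log2 fold change of -2.18 (adjusted p = 0.016 from limma), and its call ended without GCT replicate 2 (-2.08) or GCT replicate 3 (-1.98), and with array weights per group (-2.18). *Gja1* was at 96.7 ± 32.1 FPKM in MT-GCs and 49.9 ± 9.23 in GCTs (SD, n = 3 each), which did not pass the threshold (log2 fold change -0.90, adjusted p = 0.081 from limma) except without MT-GC replicate 2 (-1.21). Of the 4 granulosa cell genes, 1 was thus higher and 2 were lower in GCTs than in MT-GCs (1 higher and 3 lower when adjusted over the list alone). *Dag1* fell from 468 ± 98.1 to 166 ± 56.8 FPKM (SD, n = 3 each), a log2 fold change of -1.54 (adjusted p = 0.0062 from limma), and against WT-GCs its log2 fold change was 0.20 (adjusted p = 0.56). *Col4a1*, *Sparc*, *Thbs1* and *Clu* did not pass the threshold between GCTs and MT-GCs (log2 fold changes 0.14, -0.077, 0.31 and 0.19), and their libraries overlapped. In all, 9 of the 32 genes were DEGs between GCTs and MT-GCs, 5 higher and 4 lower. For 12 genes the libraries of the groups did not overlap, against 10% by chance for genes chosen without regard to the groups.

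**Figure D2:**
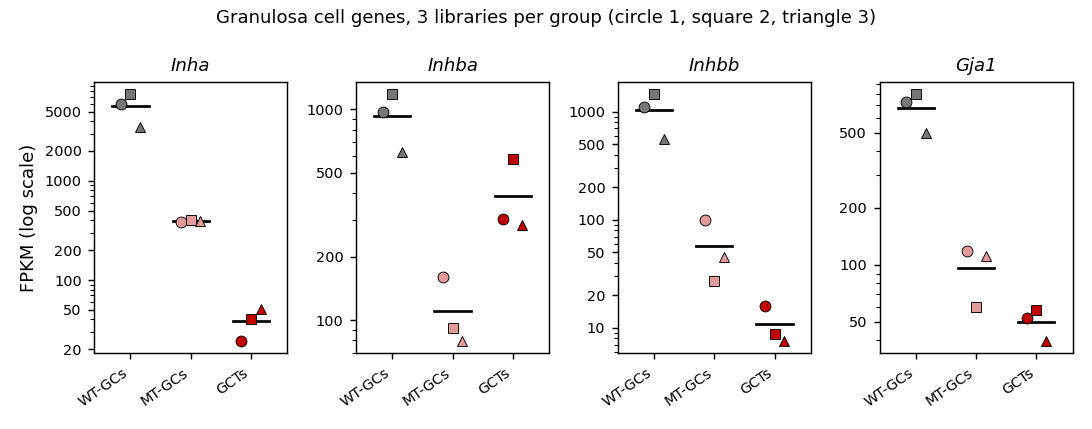
FPKM on a log scale (vertical axis) of the granulosa cell genes *Inha*, *Inhba*, *Inhbb* and *Gja1* in WT-GCs, MT-GCs and GCTs (horizontal axis). Each point is a library (circle, replicate 1; square, replicate 2; triangle, replicate 3) and each bar a group mean over 3 libraries. Mean *Inha* was 5630, 394 and 38.7 FPKM in turn, while mean *Inhba* was 928, 110 and 389 FPKM.

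Against WT-GCs, 4 of the 4 granulosa cell genes were lower in GCTs and 0 were higher (4 lower when adjusted over the list alone). The log2 fold change of *Inha* was -7.14 (standard error 0.35, adjusted p = 5.9e-07 from limma), that of *Inhbb* -6.42 and that of *Gja1* -3.72. *Inhba* had a log2 fold change of -1.29 (adjusted p = 0.021 from limma), and its call ended without WT-GC replicate 1 (-1.23), WT-GC replicate 2 (-1.09) or GCT replicate 3 (-1.10). The log2 fold changes against WT-GCs were 5.10 for *Col4a1*, 3.27 for *Sparc*, 2.04 for *Thbs1* and 3.39 for *Clu*; without WT-GC replicate 3 those of *Col4a1* and *Sparc* were 6.31 and 4.22, and without WT-GC replicate 2 that of *Col4a1* was 4.42. Of the 2 steroidogenic enzymes, *Hsd3b1* fell (log2 fold change -2.78, adjusted p = 0.0035 from limma; -2.10 without GCT replicate 1) and *Cyp11a1*, the side-chain cleavage enzyme that starts steroid synthesis, rose (1 higher and 1 lower when adjusted over the list alone). *Cyp11a1* was at 137, 586 and 1571 FPKM in the 3 GCT libraries and at 109 ± 68.8 (SD, n = 3) in WT-GCs, a log2 fold change of 2.39 (adjusted p = 0.033 from limma) that passed the threshold in 12 of 20 other settings. The groups overlapped, as GCT replicate 1 (137 FPKM) lay below WT-GC replicate 3 (186 FPKM). The call of *Cyp11a1* ended without WT-GC replicates 1 (1.97) or 2 (2.32), MT-GC replicates 1 or 2 (2.39 each) or GCT replicates 2 (2.27) or 3 (1.56). It also ended when the 2 groups were fitted alone and without moderation (2.39 each), and the log2 fold change was 3.32 without GCT replicate 1. In GCT replicate 1 the 6 mitochondrial genes were far below the other GCT libraries, for example 78.9 FPKM of *mt-Nd4* against 1716 and 1668. In all, 23 of the 32 genes were DEGs between GCTs and WT-GCs, 16 higher and 7 lower, or 11 higher and 8 lower after scaling to the 3 translation genes. Of the 23 calls, 15 held in every setting tried.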

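Among the 32 genes, whose selection is not known, 8 were DEGs in all 3 comparisons: *Inha*, *Inhba*, *Inhbb*, *Serpine2*, *Pkm*, *Eno1* and the 2 unannotated transcripts. The same 8 genes made up the overlap of GCTs vs. MT-GCs with GCTs vs. WT-GCs, so in the main fit 0 genes were DEGs of GCTs against both other groups without also being a DEG between MT-GCs and WT-GCs, and 0 were at an unadjusted p under 0.05. This count did not hold when libraries were left out. It was 3 without WT-GC replicate 1 or MT-GC replicate 2 (*Pkm*, *Eno1* and *Serpine2*), 2 without MT-GC replicate 1 or 3 and with scaling to the 3 translation genes (*Pkm* and *Eno1*), and 1 without WT-GC replicate 2 (*Serpine2*), WT-GC replicate 3 (*Pkm*) or GCT replicate 1 (*Cyp11a1*, at 2.11 against MT-GCs and 3.32 against WT-GCs). *Dag1* was the remaining DEG between GCTs and MT-GCs, and it also differed between MT-GCs and WT-GCs. MT-GCs vs. WT-GCs and GCTs vs. WT-GCs shared 19 genes, each changed in the same direction in both. These comparisons share libraries. In 1000 simulations of 3 groups without any difference, the overlap of GCTs vs. MT-GCs with GCTs vs. WT-GCs averaged 0.009 genes and reached 1 at most, and that of MT-GCs vs. WT-GCs with GCTs vs. WT-GCs averaged 0.016 and reached 2. Groups without any difference give few calls, so overlaps near 0 are built in there and do not show what lists of the observed sizes would share. Independent lists of the observed sizes would share 2.5 higher and 0.88 lower genes in the first pair. In the second pair they would share 7 higher and 1.31 lower genes. Part of the excess over independent lists may come from the shared libraries, since groups of 3 cannot be split. Without 1 library at a time, between 4 and 7 genes were DEGs in all 3 comparisons, with 4 without WT-GC replicate 1 and 5 without MT-GC replicate 1, MT-GC replicate 3 or GCT replicate 3. The overlap of the GCT comparisons was 5 without GCT replicate 3.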

Venn diagram analysis showed that 758 DEGs were up/downregulated in all comparisons, and there were differences in 1,002 DEGs when MT-GCs were compared with GCTs (Fig. 4C). The expression patterns of these collective 1,760 DEGs (758 plus 1,002) suggested that these genes are candidates for causing GCT transformation. Therefore, we focused on these genes when performing further analysis.

**Fig. 4:**
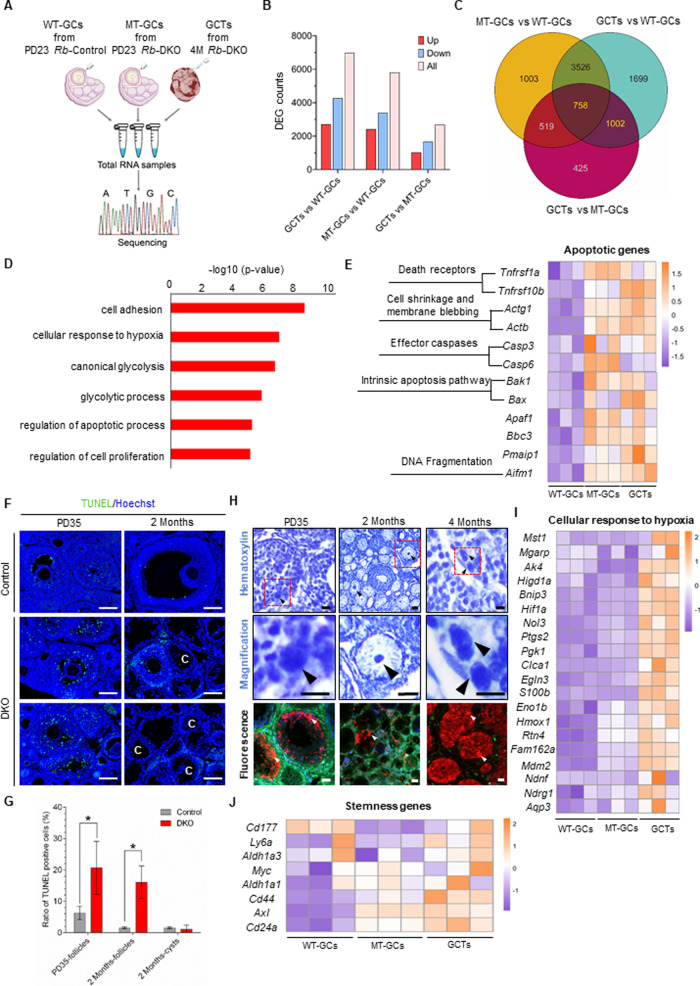
Apoptosis and PGCCs formation contribute to single cell derivation of GCT. **A** Schematic diagram depicting the process used to conduct RNA-Seq analysis on cells from the indicated types of ovaries (*n* = 3 for each group). **B** Bar graph of the number of differentially expressed genes (DEGs) found when WT-GCs, MT-GCs, and GCTs were compared, showing that GCTs and MT-GCs shared the lowest number of DEGs among the three compared groups. **C** Venn diagram showing the number of DEGs in the MT-GCs vs. WT-GCs, GCTs vs. WT-GCs, and GCTs vs. MT-GCs comparisons, revealing that 1,760 DEGs were up/downregulated in GCTs compared to those in WT-GCs and MT-GCs. **D** Significantly enriched pathways of the up-regulated differentially expressed genes (DEGs) between GCTs and the other two groups. Data were analyzed by DAVID Bioinformatics Resources 6.8 for Gene Ontology (GO) enrichment analysis of DEGs. GO terms with corrected *P*-values that lower than 0.05 were considered significantly enriched by DEGs. **E** Heat map of apoptotic genes in WT-GCs, MT-GCs and GCTs groups, showing upregulation of apoptosis related genes during tumorigenesis. **F** TUNEL detection in ovaries of No-Cre control and DKO mice, demonstrating the upregulation of apoptosis signals during cyst formation. Representative images are shown. Scale bar: 100 μm. **G** Statistical results of **F**. Data represent mean ± SD. *P < 0.05, unpaired *t* test. **H** Hematoxylin staining and fluorescent detection of ovaries at different developmental stage of *Rb*-DKO ovaries, showing PGCCs (arrowheads) formation was involved in the tumor formation. Boxed regions in upper panels are magnified in the lower panels. Scale bar: 10 μm. **I** Heat map of genes responses to hypoxia among WT-GCs, MT-GCs and GCTs, indicating a high level of hypoxia response in GCTs. **J** Heat map of stemness genes among WT-GCs, MT-GCs and GCTs, illustrating cancer stem cells were involved in tumor formation and progression.

Among these 1,760 DEGs, unsupervised analysis between GCTs and the other two groups showed that 873 genes were downregulated and 771 genes were upregulated (Supplementary Fig. S3). 

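Of the 8 genes that differed in GCTs from both other groups, 4 were higher in both comparisons, 3 were lower in both, and *Inhba* was higher than in MT-GCs but lower than in WT-GCs. The higher genes were *Pkm*, *Eno1* and the 2 unannotated transcripts. One unannotated transcript was at 0.754 ± 0.155 FPKM in WT-GCs, 23.4 ± 5.93 in MT-GCs and 965 ± 278 in GCTs (SD, n = 3 each), a log2 fold change of 5.29 between GCTs and MT-GCs (standard error 0.29, adjusted p = 2.3e-06 from limma). The other was at 9.84 ± 1.34, 139 ± 77.0 and 772 ± 383 FPKM (SD, n = 3 each), a log2 fold change of 2.56 (standard error 0.52, adjusted p = 0.0062 from limma). The lower genes were *Inha*, *Inhbb* and *Serpine2*, a secreted serine protease inhibitor. *Serpine2* was at 342 ± 96.5 FPKM in WT-GCs, 144 ± 51.9 in MT-GCs and 57.9 ± 19.3 in GCTs (SD, n = 3 each). Its log2 fold change against MT-GCs was -1.28 (adjusted p = 0.029 from limma), and this call ended without MT-GC replicate 1 (-1.02), MT-GC replicate 3 (-1.29), GCT replicate 1 (-1.17) or GCT replicate 3 (-1.14), with scaling to the 3 translation genes (-1.45), and without moderation, with array weights or with a replicate block (-1.28 each). From the DEGs that set GCTs apart from both MT-GCs and WT-GCs, the paper proposes a set of candidate genes for the transformation of mutant GCs into GCTs, and takes the upregulated ones to enrichment analysis.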

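Glycolysis, a process that Fig. 4D lists for the upregulated DEGs, was represented by *Pkm* and *Eno1*. Of these 2 genes, 2 were higher in GCTs than in MT-GCs and 2 were higher than in WT-GCs, and 0 were lower (2 higher in each when adjusted over the list alone). *Pkm*, which encodes pyruvate kinase of muscle and proliferating cells and lies on chromosome 9 of mm10 from 59656368 to 59679375, was at 158 ± 32.4 FPKM in WT-GCs, 246 ± 20.9 in MT-GCs and 742 ± 80.0 in GCTs (SD, n = 3 each). Its log2 fold change between GCTs and MT-GCs was 1.58 (standard error 0.22, adjusted p = 8.5e-04 from limma). *Eno1*, which encodes enolase and lies on chromosome 4 from 150236721 to 150248879, was at 165 ± 44.4, 267 ± 14.2 and 617 ± 36.3 FPKM (SD, n = 3 each), a log2 fold change of 1.21 between GCTs and MT-GCs (standard error 0.23, adjusted p = 0.0062 from limma). Against WT-GCs the log2 fold changes were 2.24 for *Pkm* and 1.93 for *Eno1*, and these 4 calls held in every setting tried. Between MT-GCs and WT-GCs the log2 fold changes were 0.66 and 0.73 (adjusted p = 0.026 and 0.024 from limma). Both of these ended without WT-GC replicate 1 (0.71 and 0.79), MT-GC replicate 1 (0.60 and 0.74), MT-GC replicate 2 (0.65 and 0.69) or MT-GC replicate 3 (0.72 and 0.76), that of *Pkm* also without WT-GC replicate 3 (0.48), and both with scaling to the 3 translation genes (0.33 and 0.40). *Eno1* shares near-identical sequence with 2 other genes, of which *Eno1b* is in the hypoxia heat map of Fig. 4I, and *Pkm* with 1 other gene, so reads of each may be shared with these. Members of the gene lists for hypoxia, apoptosis and leukocyte adhesion were not analysed here.

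**Figure D3:**
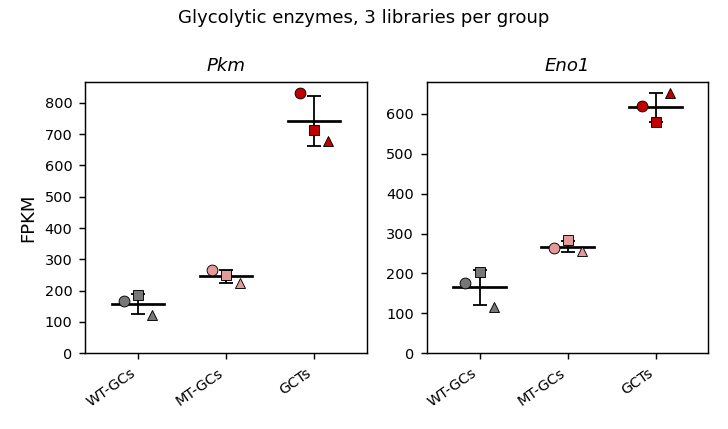
FPKM (vertical axis, from 0) of *Pkm* and *Eno1* in WT-GCs, MT-GCs and GCTs (horizontal axis). Each point is a library, the horizontal bars are group means and the error bars are the SD over 3 libraries. The GCT points lie between 679 and 832 FPKM for *Pkm* and between 580 and 653 FPKM for *Eno1*, above all points of the other groups.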

GO analysis of the upregulated DEGs showed that genes associated with terms including “cell adhesion”, “cellular response to hypoxia”, “regulation of apoptotic process” and “regulation of cell proliferation”, were significantly enriched (Fig. 4D). 

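Of the genes in the heat map of Fig. 4E, *Actb* was analysed here. *Actb* encodes the cytoskeletal protein beta-actin and lies on chromosome 5 of mm10 from 142903115 to 142906754. It was at 494 ± 19.5 FPKM in WT-GCs, 1078 ± 189 in MT-GCs and 1483 ± 168 in GCTs (SD, n = 3 each). *Actb* rose in MT-GCs against WT-GCs by 1.11 on the log2 scale (standard error 0.20, adjusted p = 0.0016 from limma) and in GCTs against WT-GCs by 1.58 (standard error 0.20, adjusted p = 1.9e-04 from limma), and both calls held in every setting tried. The log2 fold change between GCTs and MT-GCs was 0.47 (adjusted p = 0.14 from limma), which did not pass the threshold. *Casp3*, *Bak1* and *Bax* were not analysed here.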

Given the drastic loss of GCs during cyst formation, we paid attention to the term “regulation of apoptotic process”, as shown in Fig. 4E, apoptotic genes such as *Casp3, Bak1* and *Bax* were upregulated in both MT-GCs and GCTs. We then detected the apoptotic cells during cyst formation via TUNEL staining, a method widely used to detect apoptotic nuclei in situ [27]. As shown in Fig. 4F, G, the percentage of TUNEL positive cells in follicles was significantly higher in DKOs than their comparative controls at PD35 (20.63 ± 8.44% v.s. 6.28 ± 2.14%) and 2 Months (16.03 ± 5.23% v.s. 1.51 ± 0.27%), whereas the TUNEL positive apoptotic cells in cysts were not apparent at 2 months (1.12 ± 1.23%) in DKO ovary, indicating that most of the mutant GCs underwent apoptosis, only a small part of cells survived to form GCTs.

Notably, the polyploid giant cancer cells (PGCCs), multinucleated or mononucleated, were extensively exist in GCTs since PD35 via looking into sections with hematoxylin staining or directly from tumor sections of *Rb-*DKO mice (Fig. 4H). The formation of PGCC was reported to be induced under stress and acted as tumor initiating cells that express cancer stem cell markers [28–31]. Interestingly, we observed that the genes related to hypoxia such as *Hif1a, Egln3, ptgs2* and *pgk1* and stemness markers including *CD44, ly6a, Axl* was enriched in GCTs compared to normal GCs and mutant GCs (see Fig. 4I, J). Together, these data indicating that a small part of cells survive hypoxia stress and form PGCCs, which fuels tumor formation and progression.

### Immune evasion with up-expressions of CD24 and CD47 is involved in GCT formation

To investigate the underlying molecular mechanisms of GCTs formation, we reanalyzed the “cell adhesion” term, which was the most significant enriched term according to GO analysis by comparing GCTs to other two groups (Fig. 4D). Among hub genes in this term, the “do not eat me” genes *CD24a*, *Cd47* and the macrophage associated genes *CD44*, *Itgb1*, *Adam9* and *Spp1* were specifically enriched, these genes were identified as “leukocyte cell-cell adhesion”, a sub GO type of “cell adhesion” (Fig. 5A, Supplementary Fig. S4A). The significant upregulation of *Cd24a* and *Cd47* in GCTs were of particular interest due to their role in evading phagocytic elimination by macrophages that proved in extensive other tumors [32–34]. Interestingly, we further analyzed the subpopulation of macrophages in GCTs and observed that the M2-like macrophage regulators such as *Spp1* (promotes macrophage M2 polarization), *Arg1*, were highly expressed, whereas *Nos2*, the marker of M1-like polarized macrophages that exhibited high level of phagocytic activity, was down-regulated in GCTs, this imbalance of M1/M2 may induce inhibited phagocytosis (see Fig. 5B). Together, these data indicate that CD24a/CD47 serve as important regulators in escaping macrophage mediated phagocytosis during the transformation of mutant GCs into GCTs.

**Fig. 5:**
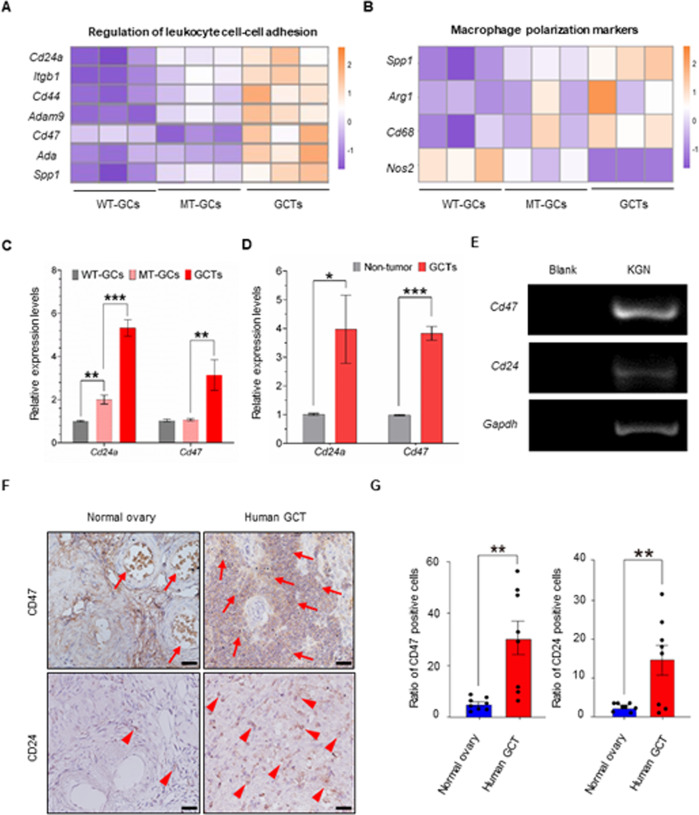
Immune evasion is involved in GCT formation. **A** Heat map revealing increased expressions of *Cd24a* and *Cd47* in GCT cells. **B** Heat map of regulation of macrophage polarization markers associated genes in different groups, indicating the imbalance of M1/M2 macrophages in the GCTs. **C** q-PCR analysis of *Cd24a* and *Cd47* expression in indicated groups, confirming the transcriptomic result of high *Cd24a* and *Cd47* mRNA levels in GCT cells. Data indicate means ± SD; **P < 0.01; ***P < 0.001, two-way ANOVA. **D** Relative *Cd24a* and *Cd47* mRNA expression levels in the non-tumor DKO ovaries and GCTs, showing higher expression levels of both *Cd24a* and *Cd47* in GCTs than that in the non-tumor DKO ovaries. Data indicate means ± SD, *P < 0.05; ***p < 0.001, unpaired *t* test. **E** PCR results of *CD47* and *CD24* transcripts in the KGN cell compared to the control, showing the expression of *CD47* and *CD24* in KGN cell line. Blank: negative control. **F** Immunochemistry staining of CD47 (arrows) and CD24 (arrowheads) in human normal ovaries and GCTs, showing more CD47 and CD24 positive cells in the GCT tissues. Scale bar: 100 μm. **G** Statistic results of **F**. Data represent mean ± SD. **P < 0.01, unpaired *t* test.

The higher expression of *Cd24a* and *Cd47* in GCTs than MT-GCs and WT-GCs observed from RNA-Seq was further confirmed by q-PCR (Fig. 5C, D). To clarify the tumor expression of *Cd24* and *Cd47* in human GCTs, we performed q-PCR on KGN cell line, which originated from a Stage III granulosa cell carcinoma [35]. As shown in Fig. 5E, both *Cd24* and *Cd47* were detected in KGN cells, suggesting the *Cd24* and *Cd47* were expressed in tumor cells of human GCTs. To assess whether the dysregulation of the two proteins found in our mouse model exists in human GCTs, we compared our DEGs with those from two datasets associated with human granulosa cell tumor development [36] or *FOXL2* mutation [8]. As shown in the Supplementary Fig. S4B, comparison of our DEGs with those between human progressive GCT (1 case) and normal ovaries or between *Foxl2*^*mut*^ and *Foxl2*^*wt*^ GCTs (6 pairs) identified fewer common genes, 188 and 130 co-upregulated genes, respectively. Unfortunately, we did not find a significant increase of *Cd47* in the above human GCT datasets, probably due to the extensive tumor variation and limited subject numbers analyzed. To solve this issue, we collected human GCTs and comparable control ovaries (8 pairs, details in supplementary clinical information), and performed IHC (Immunohistochemistry) of CD47 and CD24 on paraffin slides of these human subjects. As shown in Fig. 5F, G, both proteins were rarely expressed in granulosa cells, but increased in most GCTs (5/8), indicating the upregulation of these proteins exist in at least some human GCTs.

### In vivo inhibition of *Cd47* results in a reduction of tumor growth

Next, we used a well-identified *Cd47* inhibitor (RRX-001) to test whether inhibiting the immune evasion-related factors could suppress GCT growth. In the cultured GCT cells, we found that RRX-001 treatment efficiently suppressed *Cd47* expression (Fig. 6A, B and Supplementary Fig. S5A, B). However, cell proliferation was not affected, showing that RRX-001 could not directly suppress GCT cell proliferation (Fig. 6C). To further explore whether blocking CD47 enhances the therapeutic antitumor response in vivo, we subcutaneously transplanted GCT cells (5 × 10^6^ cells per mouse) isolated from four-month-old *Rb*-DKO females to severe combined immunodeficiency (SCID) mice (T cell-, NK cell-, and B cell-deficient) to establish a heterotopic GCT model. As expected, the transplanted cells formed tumors (0.55–0.90 cm^2^) four weeks after surgery, showing the successful establishment of the heterotopic GCT model. Next, one week after transplantation, we treated the mice with or without RRX-001 (10 mg/kg BW, every other day, i.p.) for three weeks. After treatment, the body weights of the RRX-001-treated and control mice were similar, showing that the RRX-001 treatment had few side effects on the animals (Fig. 6D). However, both tumor size and weight were significantly lower in the RRX-001-treated group than in the control group (size: 0.82 ± 0.07 cm^2^ in control vs. 0.29 ± 0.13 cm^2^ in RRX-001 treated; tumor weight: 0.61 ± 0.24 g in control vs. 0.15 ± 0.08 g in RRX-001 treated) (Fig. 6E, F). This result clearly shows that RRX-001 treatment inhibits GCT cell growth in vivo. Consistently, syngeneic transplantation of GCT cells into C57BL/6 mice showed similar responses to RRX-001 treatment (Supplementary Fig. S5C, D).

**Fig. 6:**
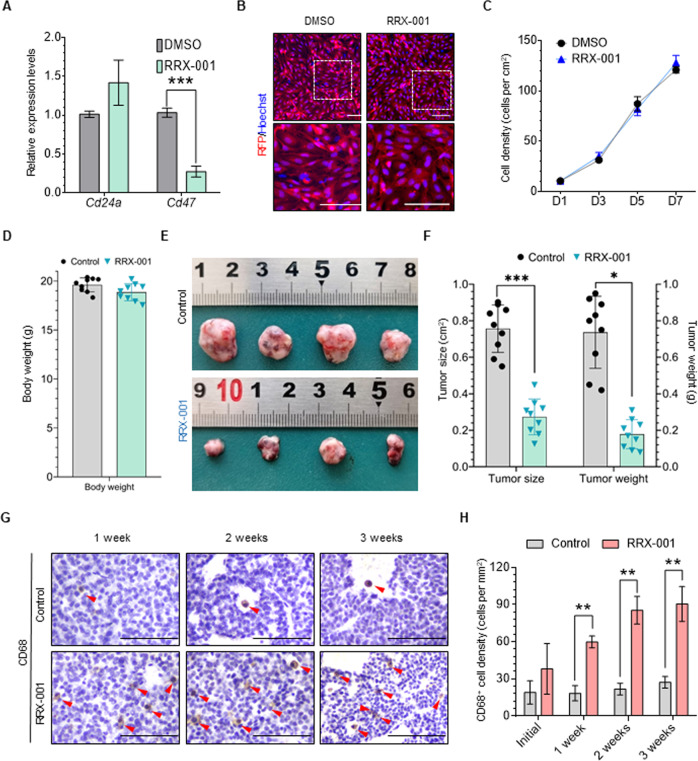
In vivo inhibition of *Cd47* results in a reduction of tumor growth. **A** Relative mRNA expression levels of *Cd24a* and *Cd47* in in vitro cultured GCT cells treated with RRX-001, with DMSO-treated GCT cells serving as the control. The result shows that RRX-001 treatment efficiently suppresses *Cd47* expression in GCT cells. Data indicate means ± SD, ***p < 0.001, unpaired *t* test. **B** Representative morphologies of in vitro cultured GCT cells in DMSO and after RRX-001 treatment, showing that the proliferation of GCT cells was not affected by RRX-001 treatment. The boxed regions in the upper panels are magnified in the lower panels. Scale bar: 100 μm. **C** The statistical results of cell proliferation during 7 days culture, showing that the proliferation of GCT cells was not affected by RRX-001 treatment. Data represent mean ± SD. **D** Body weights of vehicle control and RRX-001-treated mice, showing comparable body weights of the RRX-001-treated and control groups. RRX-001 was administrated every two days for three consecutive weeks (*n* = 9). Data indicate means ± SD. **E** Representative images of tumors dissected from mice treated with vehicle and RRX-001, illustrating that the GCTs in the RRX-001-treated group were significantly smaller than those in the vehicle control group. **F** Statistical results of the size and weight of tumors from the vehicle control and RRX-001-treated groups, demonstrating that RRX-001 treatment severely inhibits GCT growth in vivo. **G** Immunohistochemical staining of CD68 (macrophage marker) in GCT sections from the vehicle control and RRX-001-treated groups, revealing a greater number of invasive CD68 + macrophages in the GCTs from the RRX-001-treated group than from the vehicle control group. Red arrowheads indicate CD68 + macrophages. Scale bar: 100 μm. **H** Cell density of CD68 + macrophages in indicated groups, confirming the conclusion stated in **G**. Data indicate means ± SD, **p  <  0.01, unpaired *t* test.

Previous studies had reported that RRX-001 exhibits potent anti-cancer activity on tumors dependent on the presence of tumor-associated macrophages in tumor tissue [37, 38], so we assessed the macrophages indicated by CD68 in GCTs treated before and after RRX-001. As shown in Fig. 6G, H and Supplementary Fig. S5E, we found a greater number of invasive CD68 + macrophages in the tumors of the RRX-001-treated group than in the control group as early as 1 week after RRX-001 treatment (2 weeks after transplantation), showing that suppressing *Cd47* in GCT cells dramatically increases macrophage invasion. To confirm the RNA-Seq data in Fig. 5B, we performed IHC staining of the CD206 and iNOS, the markers of M2 and M1 macrophage, on tumor sections with/without RRX-001 treatment, respectively. As shown in Supplementary Fig. S5F and G, RRX-001 treatment significantly increased the expression of iNOS, suggesting that RRX-001 skews macrophage differentiation and stimulate phagocytosis in GCTs. These data in consistent with previous studies [32, 33]. The above results demonstrate that RRX-001 treatment is an efficient strategy for suppressing GCT formation in mice by inhibiting *Cd47* expression.

## Discussion

Although patients with early-stage GCTs have a very good prognosis, those with recurrent chemoresistant, progressive non-responding tumors or high surgical risks are still in urgent need of novel therapies. Unlike well-examined epithelial ovarian cancer, little is known about the mechanisms underlying the formation and development of GCTs. In this study, we generated a GCT model by conditionally knocking out *Pten* and *p27* in FOXL2 + GCs. Consistent with the clinical features of human GCTs, the incidence of GCT formation from mutant GCs in our DKO mouse model was low (approximately 30%) and most of the tumors (84.2%) were found unilateral. It is in accordance with the clinical features of human GCTs, with unilateral tumor occurs in approximately 90% patients and bilateral tumor appears in just less than 10% patients [5, 26]. Genetic intratumor heterogeneity as an inevitable consequence of the dynamic tumor evolution likely responsible for this tumor variation [39, 40]. Tumor cells can adapt plastically to different environments such as hypoxia or the presence of immune systems [41–44]. Our further studies showed that GCTs are derived from single mutant GCs that escape immune surveillance by expressing higher levels of *Cd47* and *Cd24a*, while blocking CD47 in mice bearing GCTs efficiently decreases tumor size.

Through cell linage tracing using fluorescent labeling, we found that single-colored clones were distributed throughout the whole tumor, raising the possibility of the existence of specific “stemlike” cells that act as tumor-initiating cells. In this study, we observed that GCTs harbor PGCCs, which had been reported as tumor initiating cells that express cancer stem cell markers [28–31]. These cells could generate regular-sized cancer cells quickly through asymmetric cell division, a depolyploidization way named neosis [45]. Indeed, our RNA-Seq data showed that there is a higher expression of stemness markers including *Cd44*, *ly6a*, *Axl* in MT-GCs and GCTs when compared with WT-GCs. The enrichment of PGCCs and cancer stem cell markers in GCTs indicate that the tumors might be generated from single cancer stem cells, which consistent with the single cell derivation of tumor formation observed from our lineage tracing result. Nevertheless, a more comprehensive understanding of the molecular mechanisms underlying polyploidization in GCTs and how PGCC involve in tumor progression need to be further investigated.

Macrophages are the most abundant immune cells in the ovaries, and they have important functions in the innate immune system. CD47, with its ligand signal regulatory protein a (SIRPa), mainly functions as an anti-phagocytic or “do not eat me” signal. This enables CD47-expressing cells to evade phagocytic elimination by macrophages and other phagocytes. The overexpression of CD47 has been identified in many tumors, and its level positively correlates with tumor evasion and metastasis [46–49]. Hence, there is considerable interest in targeting CD47 and its associated signals as a therapeutic strategy; for example, blocking CD47 was found to significantly inhibit tumor growth and metastasis [50]. Consistent with these findings, in our study, higher CD47 expression was observed in mutant GCTs than in GCs harboring similar mutations, indicating its potential role in blocking phagocytosis and, thus, evading immune surveillance. Furthermore, we have shown that treating immunocompetent mice that have GCTs with RRX-001, a downregulator of the CD47-SIRPa checkpoint pathway, induces efflux of CD68 + macrophages and efficiently dampens tumor growth, indicating that CD47-SIRPa could be a potential therapeutic target for GCT treatment. RRX-001 treatment did not affect the cell proliferation of GCTs cultured in vitro, but significantly dampened tumor growth in vivo, indicating that the anti-cancer activity of RRX-001 requires the exist of tumor-associated macrophages, which consistent with previous studies [37, 38]. The treatment of RRX-001 skews macrophage differentiation to M1 macrophage and stimulates phagocytosis in GCTs in vivo. In addition to CD47, we found that CD24 (another anti-phagocytic factor) was highly expressed in GCTs. Although CD24 inhibits phagocytosis as potently as CD47, it functions by inhibiting its own signals via binding to sialic acid-binding Ig-like lectin 10 (Siglec-10) [34]. Previous studies have reported that CD24 and CD47 are independent of each other and that simultaneous inhibition of both enhances phagocytosis in a synergistic manner [51]. As such, it would be interesting to explore whether the inhibition of CD24 and CD47 have different antitumor effects on GCTs.

In summary, this study has thoroughly elucidated the developmental process of GCT formation and shown that “do not eat me” genes act as underlying molecular determinants for GCT formation. The findings provide critical information for the development of new therapeutic strategies for the treatment of GCTs.

## Materials and methods

### Animals

C57BL/6 mice were purchased from the Laboratory Animal Center of the Institute of Genetics (Beijing, China). Previously described *Foxl2-CreER*^*T2*^ (*FOC*) mice were crossed with *Pten*^*fl/fl*^ and *P27*^*fl/fl*^ mice to obtain *Foxl2-CreER*^*T2*^;*Pten*^*fl/fl*^;*p27*^*fl/fl*^ mice. *Pten* and *p27* genes could be inducibly deleted in the GCs following tamoxifen administration. Thus, the resulting *Foxl2-CreER*^*T2*^;*Pten*^*fl/fl*^;*p27*^*fl/fl*^ mice are referred to as DKO mice. *Rainbow* mice [52] were crossed with DKO mice to generate *FOC;Pten*^*fl/fl*^*;P27*^*fl/fl*^*;Rainbow* (*Rb-*DKO) mice. NoCre;*Pten*^*fl/fl*^;*p27*^*fl/fl*^ and *Foxl2-CreER*^*T2*^;*Rainbow* females were used as control mice. *Foxl2-CreER*^*T2*^, *Pten*^*fl/fl*^, *p27*^*fl/fl*^, and *Rainbow* mice were generously gifted by Dr. Kui Liu.

All mouse strains were bred at C57BL/6 background. All mice were housed in standard SPF conditions under 16/8-h light/dark cycles at 26 °C with access to chow and water at libitum. The animal experiments conformed to the guidelines and regulatory standards of the Institutional Animal Care and Use Committee of China Agricultural University, No. AW52301202-3-1.

### Cell lines and patient samples

Human derived GCT cell lines KGN was kindly gifted by Dr. Chao Wang. KGN was cultured in DMEM/F-12 medium supplemented with 10% fetal bovine serum (FBS), penicillin (100 U/ml) and streptomycin (100 mg/ml), maintained at 37 °C in 5 % CO_2_.

All tissue samples used for this study were obtained with written informed consent from all participants and strictly followed guidelines and regulatory standards of the Medical Ethics Committee of The Third Affiliated Hospital of Guangzhou medical university, Medical Research (No. 20210723). Clinical information for the patient sample included in this paper are given in supplementary materials.

### Tamoxifen (Tam) administration

Neonatal (PD1, PD3, and PD5) mice were given three doses of tamoxifen (20 mg/kg body weight) every other day. Newborn pups were injected through stomach. Clinical observation and palpation three times weekly were conducted to monitor signs of tumor presenting before palpable tumors emerged. Once palpable tumors are present, daily clinical observation and palpation were carried out until euthanasia and sample collection.

### Western blot analysis

For the expression analysis of PTEN and P27 proteins, ovaries of PD1, PD5, PD23, and PD35 C57BL/6 mice were isolated and collected. For the deletion analysis of *Pten* and *p27* genes, granulosa cells of DKO females at PD23 and GCT cells of DKO females at 3-4 months were isolated and collected, respectively. For expression analysis of CD47 protein after RRX-001 treatment, tumor cells of 4 months GCT were collected and primarily cultured. Primary cells were collected following RRX-001 and DMSO treatment. Total proteins were extracted by using WIP lysis solution (1:10000) and Cell lysis solution (BioChip, 110000) according to the manufacturer’s protocol. Western blot experiments were conducted following standard procedure. The results were captured by using the SuperSignal chemiluminescent detection system (Thermo Scientific, 32109).

### Gene expression analysis

To detect the expression of *Pten* and *p27* genes in physiological conditions, ovaries of PD1, PD5, PD23, and PD35 C57BL/6 mice were isolated and collected. To detect the deletion state of *Pten* and *p27* genes, granulosa cells of DKO females at PD23 and GCT cells of DKO females at 3-4 months were isolated and collected, respectively. Total RNA was isolated by TRIZOL Reagent (Thermo-Ambion, 15596018) according to the manufacturer’s instruction. cDNA samples were obtained by using PrimeScript™RT reagent Kit with gDNA Eraser (TAKARA, RR047Q) following manufacturer’s instruction. Applied Biosystems 7500 Real-Time q-PCR System (Applied Biosystems, 4472908) was used to analyze the expression levels of individual genes.

### Histological analysis

For morphological analysis, ovaries and tumor tissues were fixed in 4% paraformaldehyde (Santa Cruz, 30525-89-4) for 8–24 hours (according to their sizes) at 4 °C, embedded in paraffin, and sectioned serially at 5–8 μm. Sections were stained with hematoxylin (Santa Cruz, sc-24973A) for further histological analysis.

### Immunofluorescence and immunohistochemistry staining

For immunofluorescence detection, ovary and tumor sections were deparaffinized and rehydrated. Antigen retrieval was conducted by high-temperature (95–98 °C) in 0.01% sodium citrate buffer (pH 6.0) for 16 min. 10% donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS was used to block the sections for 60 min at room temperature. Primary antibody incubation was performed at 4 °C overnight. Sections were then incubated by secondary antibodies (1:200, Life Technologies) of corresponding species for 60 min at room temperature. Hoechst 33342 (HOE) was used as a nuclear counterstain. Sections were sealed with an anti-fade fluorescence mounting medium. For immunohistochemistry analysis, ovary sections were handled by using rabbit streptavidin-biotin method detection system (ZSGB-Bio, SP-9001) according to the manufacturer’s protocol.

### Primary cell culture and administration

For primary ovarian GCT cell culture, tumor tissues were digested into single cells in 10 mg/mL collagenase dissolved in PBS. Isolated cells were washed twice, centrifuged at 2000 *g* for 5 min and resuspended in DMEM/F-12 medium supplemented with 10% charcoal-stripped fetal bovine serum (Biological Industries, 04-201-1B), penicillin (100 U/ml), and streptomycin (100 mg/ml). GCT cells were collected and cultured in the same complete medium as the primary granulosa cells were seeded in. 5 μM RRX-001 dissolved in DMSO was added in the medium 24 hours post seeding. Cellular total RNA was collected 24 hours later for further q-PCR analysis. For cell counting, GCT cells were digested by 0.25% Trypsin-EDTA (Gibco, 25200072) for 1–3 min at 37 °C. Cell numbers of each group were measured by hemocytometer.

### RNA sequencing

Total RNA samples of ovaries, GCT tissues, and GCT cells were extracted by TRIZOL Reagent (Thermo-Ambion, 15596018). Degradation and contamination of RNA samples were monitored on 1.5% agarose gel. RNA purity was analyzed by using the NanoPhotometer ® spectrophotometer (IMPLEN, CA, USA). RNA integrity was detected by using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA sample preparations were conducted by using a total amount of 1 µg RNA per sample as input material. NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) was used to generate sequencing libraries according to manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) was utilized to perform the clustering of index-coded samples. After cluster generation, the Illumina Novaseq platform was used to sequence the library preparations and 150 bp paired-end reads were generated. The data were deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE220947.

Differential expression analysis was conducted by using the DESeq2 R package (1.16.1). The resulting P-values were adjusted for controlling the false discovery rate by using Benjamini and Hochberg’s approach.

### GCT cell transplantation and RRX-001 treatment

For GCT cell transplantation, cultured cells were digested into single cells by 0.25% Trypsin-EDTA when confluence about 70–80% was reached. Single cells were centrifuged at 2000 *g* for 5 min and resuspended into Matrigel matrix (Corning, 356243) at 4 °C to a final concentration of 5 × 10^7^ cells/ml. 100 μl cell suspension (5 × 10^6^ cells) was subcutaneous injected into the right interscapular region of each mouse. 1 week after transplantation, 10 mg/kg body weight RRX-001 was intraperitoneal injected into a part of recipient SCID females. The same amount of solvent (5% DMSO: 95% sterile water) was intraperitoneal injected into the other part of recipient SCID females which was referred as control. The development of transplanted GCT cells was checked three times a week and the size of tumors was measured with calipers. The recipient females were monitored for up to 8 weeks post transplantation.

### Statistics

All experiments were repeated at least three times. Sample organism participants were randomly allocated into experimental groups. Investigators were blinded to group allocation during data collection and analysis. Data are presented as the mean ± standard deviation (SD) of each result and no data were excluded. Data were calculated by Student’s *t*-test or two-way ANOVA, and were regarded statistically significant at *P* < 0.05. *P* is suggested as follows: * (*P* < 0.05), ** (*P* < 0.01), *** (*P* < 0.001) and n.s. (not significant, *P* ≥ 0.05). Statistics and charts were gained by using Prism 5 (GraphPad Software, La Jolla).

## Supplementary information

Supplementary figures and legends

Supplementary clinical information

Original westernblot images

Agreement on author changes

checklist

cdd-author-contribution-form

## Data Availability

All data are available in the main text or the supplementary materials.

# Supplementary material for: Lineage tracing of mutant granulosa cells reveals in vivo protective mechanisms that prevent granulosa cell tumorigenesis
**Source:** Cell Death Differ. 2023 Feb 23;30(5):1235–46. doi: 10.1038/s41418-023-01132-1
**Supplement:** Supplementary file 1 — Supplementary figures and legends

**Supplementary information**

**Lineage tracing of mutant granulosa cells reveals *in vivo* protective mechanisms that prevent granulosa cell tumorigenesis**

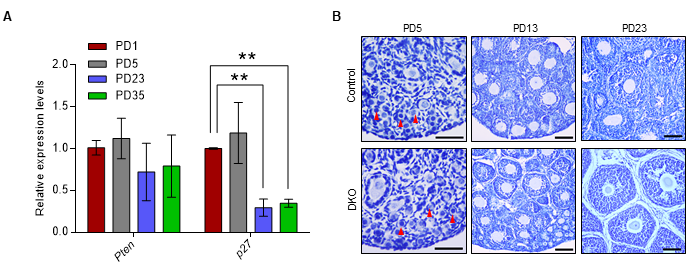

**Supplementary Fig. S1.** (related to Figure 1) **A,** Relative expression levels of *pten*, *p27* at different postnatal days by q-PCR detection. Confirming the results in Figure 1A. Data represent mean ± SD. **P < 0.01, unpaired *t* test. **B,** Representative hematoxylin-stained section from control and DKO ovaries, assessed at PD5, PD13 and PD23, respectively. These results show that neonatal deletion of *Pten* and *p27* does not affect the formation of primordial follicles at PD5, but can lead to a phenotype of follicle over-activation in DKO females at PD13 and PD23. Red arrowheads indicate primordial follicles. Scale bar: 100 μm.

**
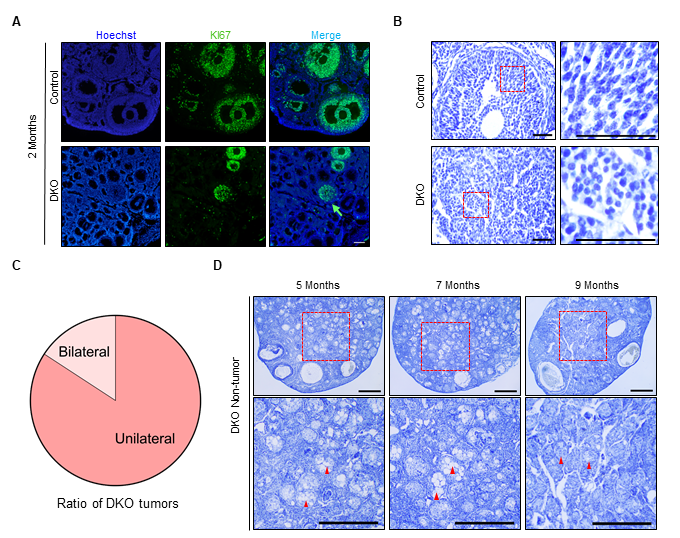
**

**Supplementary Fig. S2.** (related to Figure 2) **A**, Immunofluorescence staining for KI67 (proliferation marker, green) and Hoechst (nuclear stain, blue) in control and DKO ovaries, showing that the residual cells in DKO ovaries are still fast dividing. Green arrow indicates residual cells. Scale bar: 100 μm. **B**, Representative hematoxylin-stained section from NoCre control and DKO ovaries, revealing that the cellular nuclei exhibit highly uniform round/oval shape in nest structures of the DKO ovarian tumors. Boxed regions in left panels are magnified in the right panel of each pair. Scale bar: 50 μm. **C**, Pie graph of the ratio of the DKO tumors, showing most of the tumors were found unilateral. **D**, Representative hematoxylin-stained section from DKO ovaries at indicated time after completion of Tamoxifen treatment, illustrating that the non-tumor DKO ovaries are kept in a retarded state similar as the ovaries at 2 months old with many cyst-like structures from 5 months through to 9 months of age. Boxed regions in upper panels are magnified in the lower panel of each pair. Red arrowheads indicate cyst-like structure. Scale bar: 500 μm.

**
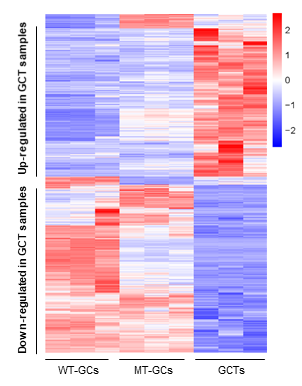
**

**Supplementary Fig. S3.** (related to Figure 4) Heat map showing transcripts (log-transformed TPMs) of the DEGs in representative ovaries/tumors from each indicated genotype, illustrating that there were 873 downregulated and 771 upregulated DEGs identified as candidates responsible for GCT tumorigenesis.

**
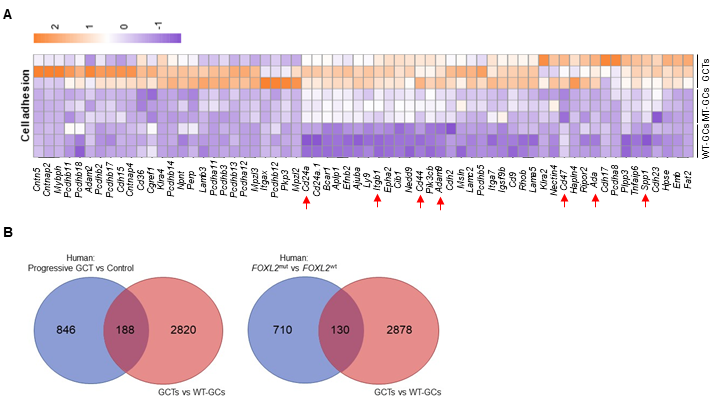
**

**Supplementary Fig. S4.** (related to Figure 5) **A,** Heat map of cell adhesion associated genes in different groups, showing the “cell adhesion” associated genes were upregulated in GCTs. **B,** Venn diagram showing the comparison of DEGs between GCTs and WT-GCs with those between the human GCT and normal ovaries or between the *FOXL2^mut^* and *FOXL2^wt^* GCTs.

**
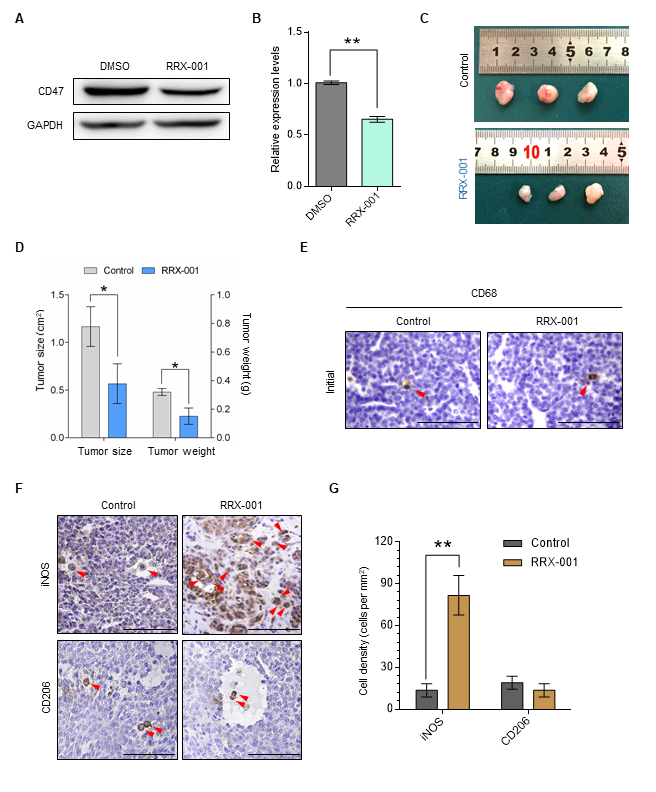
**

**Supplementary Fig. S5.** (related to Figure 6) **RRX-001 skews macrophage differentiation and stimulate phagocytosis in GCTs. A-B,** Western blot results of CD47 protein levels in indicated groups, showing the downregulation of CD47 in GCT cells of the RRX-001 treatment group compared to the DMSO treatment group. Data indicate means ± SD, ***p* <0.01, unpaired *t* test. **C,** Representative images of tumors dissected from C57BL/6 mice treated with vehicle and RRX-001, illustrating that the GCTs in the RRX-001-treated group were significantly smaller than those in the control group. **D**, Statistical results of tumor size and tumor weight with or without RRX-001 treatment, indicating the *in vivo* inhibition of *Cd47* results in a reduction of tumor growth after RRX-001 treatment in C57BL/6 mice. Data represent mean ± SD. *P < 0.05, unpaired *t* test. **E**, Immunohistochemical staining of CD68 (arrowheads) in GCTs at the first day of RRX-001 treatment. **F**, Immunochemistry stainings of iNOS (M1 macrophages marker) and CD206 (M2 macrophages marker) (arrowheads) in the transplanted tumors, showing upregulation of iNOS but not CD206 in tissues after RRX-001 treatment. **G,** Statistic results of F**.** Data represent mean ± SD. **P < 0.01, unpaired *t* test.

# Supplementary material for: Lineage tracing of mutant granulosa cells reveals in vivo protective mechanisms that prevent granulosa cell tumorigenesis
**Source:** Cell Death Differ. 2023 Feb 23;30(5):1235–46. doi: 10.1038/s41418-023-01132-1
**Supplement:** Supplementary file 2 — Supplementary clinical information

|  | age | pathologic diagnosis | Source(surgical procedures) |
| --- | --- | --- | --- |
| P1# | 35 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P2# | 47 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P3# | 34 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P4# | 57 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P5# | 72 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P6# | 51 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P7# | 49 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| P8# | 43 | adult type granulosa cell tumor | Hysterectomy and bilateral adnexal resection |
| C1# | 78 | Normal ovarian tissue | Adnexectomy(chronic inflammation of the fallopian tube mucosa) |
| C2# | 73 | Normal ovarian tissue | Adnexectomy(chronic inflammation of the fallopian tube mucosa) |
| C3# | 78 | Normal ovarian tissue | Adnexectomy(chronic inflammation of the fallopian tube mucosa) |
| C4# | 54 | Normal ovarian tissue | Hysterectomy and bilateral adnexal resection(Uterine smooth muscle tumor: adenomyosis) |
| C5# | 53 | Normal ovarian tissue | Hysterectomy and bilateral adnexal resection(Uterine smooth muscle tumor: adenomyosis) |
| C6# | 65 | Normal ovarian tissue | Hysterectomy and bilateral adnexal resection(Uterine smooth muscle tumor) |
| C7# | 72 | Normal ovarian tissue | Hysterectomy and bilateral adnexal resection(Chronic inflammation of the cervical mucosa) |
| C8# | 37 | Normal ovarian tissue | Hysterectomy and bilateral adnexal resection((Right) Adult granulosa cell tumor of the ovary) |

Clinical information for the patient sample included in this paper

# Supplementary material for: Lineage tracing of mutant granulosa cells reveals in vivo protective mechanisms that prevent granulosa cell tumorigenesis
**Source:** Cell Death Differ. 2023 Feb 23;30(5):1235–46. doi: 10.1038/s41418-023-01132-1
**Supplement:** Supplementary file 3 — Original westernblot images

Uncropped original western blot result for **Fig 1B**. Immunoblot of PTEN in ovaries of C57 mice on different PDs.

**

**

Uncropped original western blot result for **Fig 1B**. Immunoblot of P27 in ovaries of C57 mice on different PDs.

**

**

Uncropped original western blot result for **Fig 1B**. Immunoblot of ACTINB in ovaries of C57 mice on different PDs.

**

**

Uncropped original western blot result for **Fig 1G**. Immunoblot of PTEN in NoCre control and DKO GCs on PD23.

**

**

Uncropped original western blot result for **Fig 1G**. Immunoblot of P27 in NoCre control and DKO GCs on PD23.

**

**

Uncropped original western blot result for **Fig 1G**. Immunoblot of ACTINB in NoCre control and DKO GCs on PD23.

**

**

Uncropped original western blot result for **Fig 2G**. Immunoblot of PTEN in GCT cells from DKO mice compared to NoCre control mice GCs.

**

**

Uncropped original western blot result for **Fig 2G**. Immunoblot of P27 in GCT cells from DKO mice compared to NoCre control mice GCs.

**

**

Uncropped original western blot result for **Fig 2G**. Immunoblot of ACTINB in GCT cells from DKO mice compared to NoCre control mice GCs.

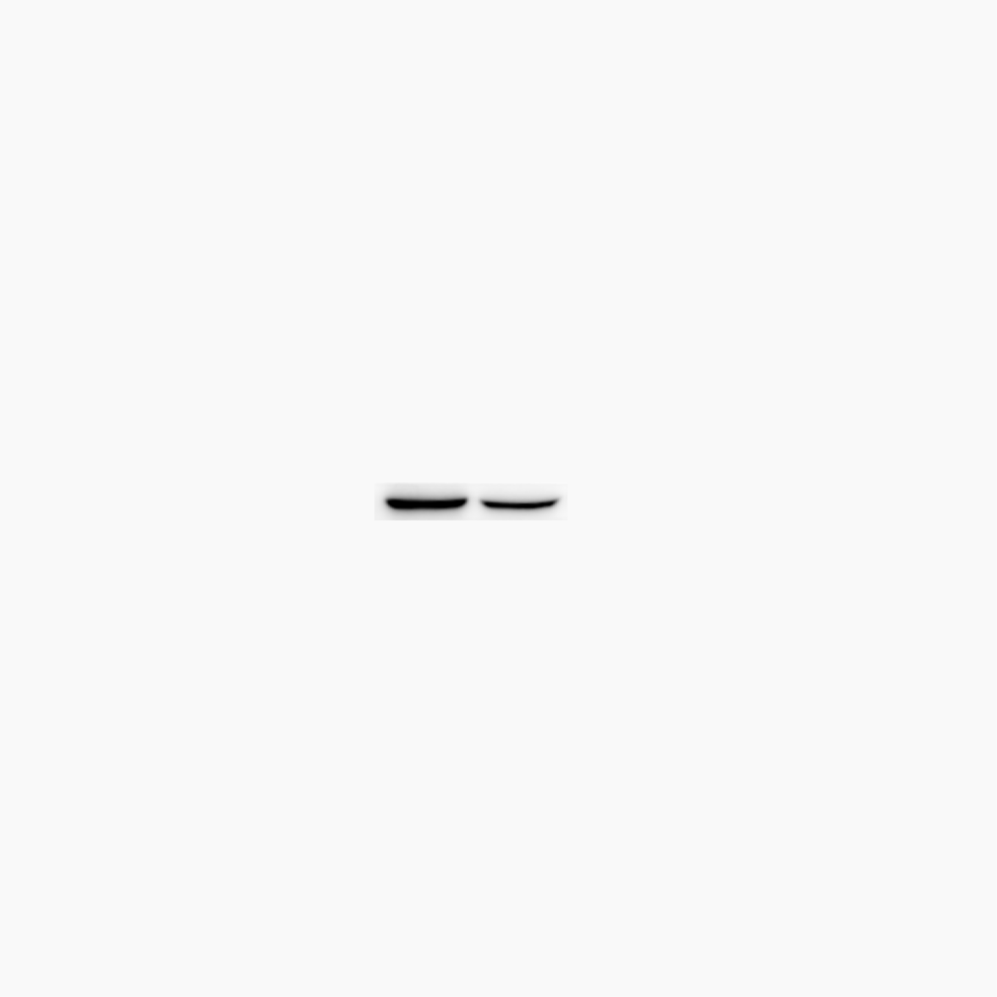

Uncropped original western blot result for **Supplementary Fig S5A**. Immunoblot of CD47 in GCT cells of the RRX-001 treatment group compared to the DMSO treatment group.

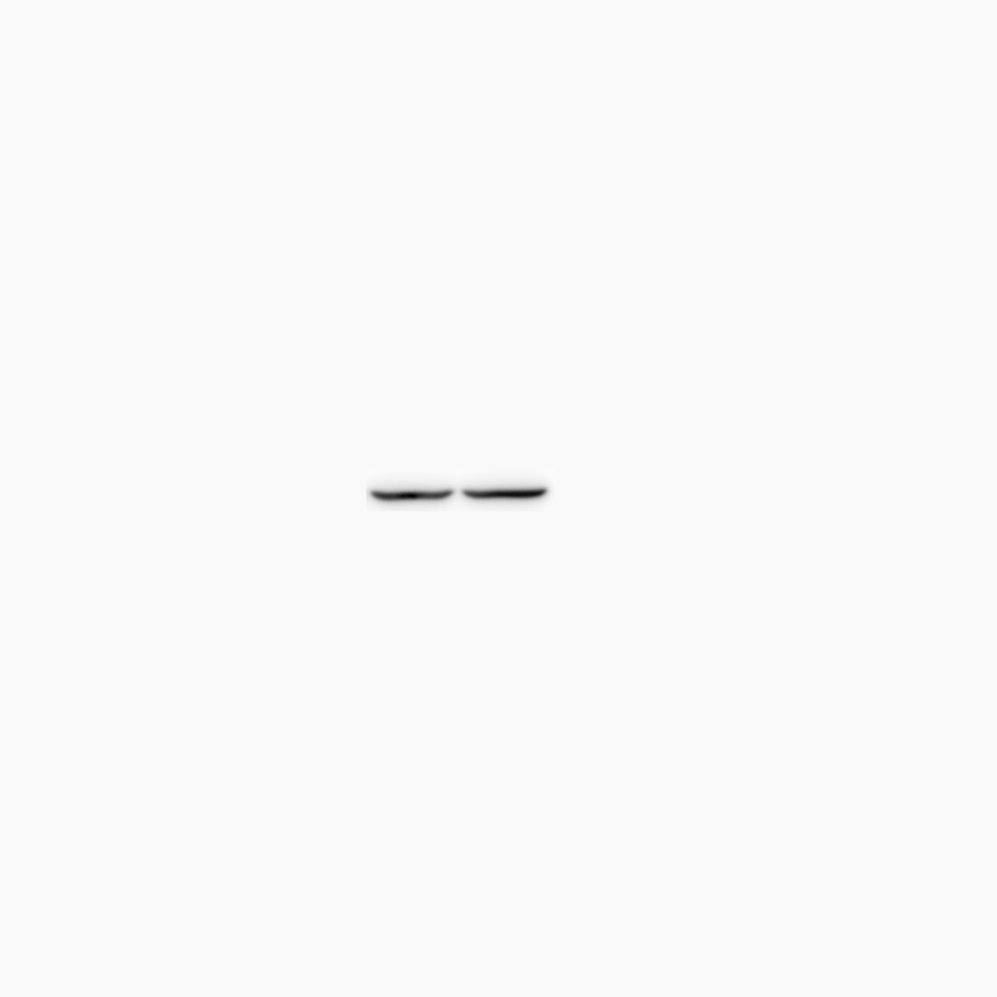

Uncropped original western blot result for **Supplementary Fig S5A**. Immunoblot of GAPDH in GCT cells of the RRX-001 treatment group compared to the DMSO treatment group.

# Supplementary material for: Lineage tracing of mutant granulosa cells reveals in vivo protective mechanisms that prevent granulosa cell tumorigenesis
**Source:** Cell Death Differ. 2023 Feb 23;30(5):1235–46. doi: 10.1038/s41418-023-01132-1
**Supplement:** Supplementary file 4 — Agreement on author changes

**Title: Lineage tracing of mutant granulosa cells reveals *in vivo* protective mechanisms that prevent granulosa cell tumorigenesis**

**Ref.:** [**CDD-22-1345RR**](https://mts-cdd.nature.com/cgi-bin/main.plex?form_type=view_ms&j_id=74&ms_id=65700&ms_rev_no=2&ms_id_key=ftdijwAxJw8tNyGYmbouJYKw)

**Author changes declarations**

As request, we have sent email to all co-authors to confirm that they agree to the changes in author list. All of them agree the additions of authors Lijun Huang and Huarong Wang. Co-authors’ email responses are below in this document.

Hua Zhang, Ph.D.

Professor, College of Biological Sciences,

China Agricultural University, China

Feb 8th, 2023

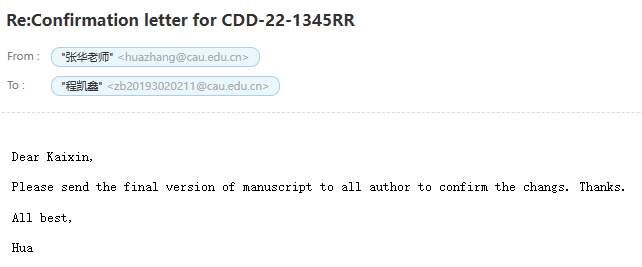

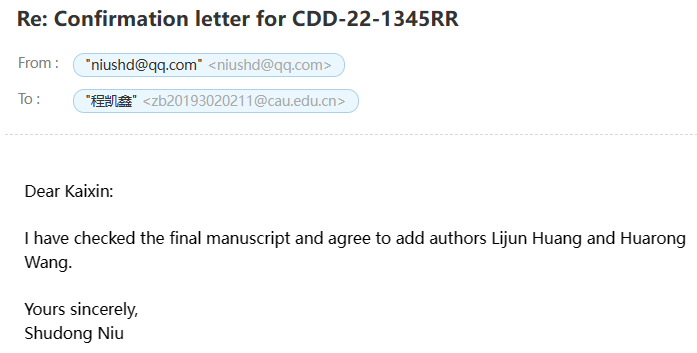

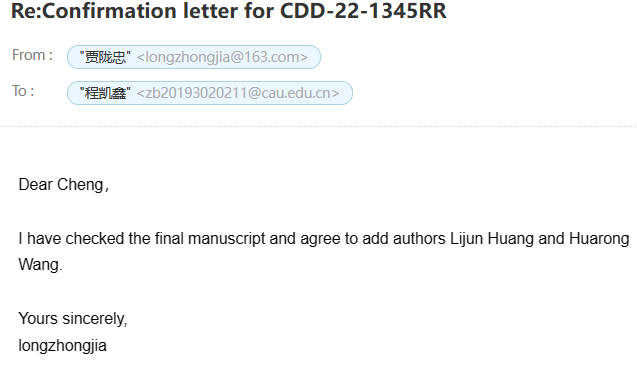

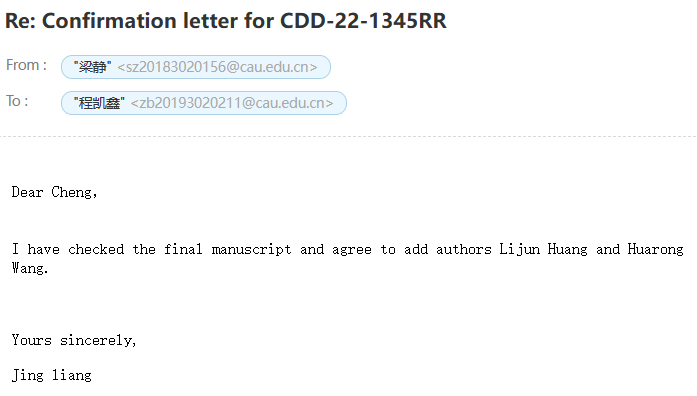

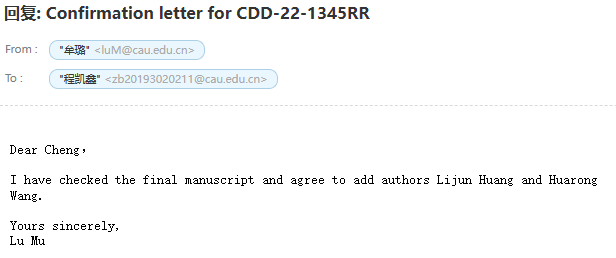

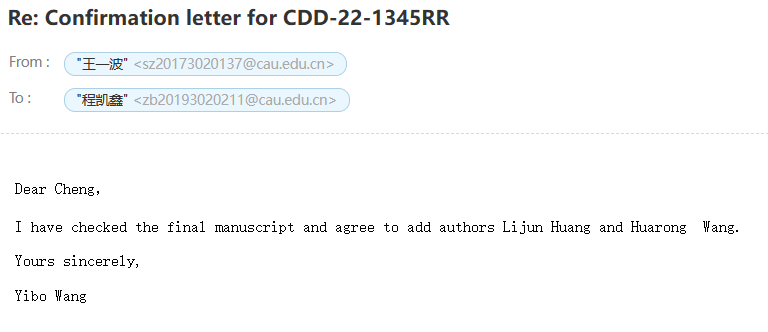

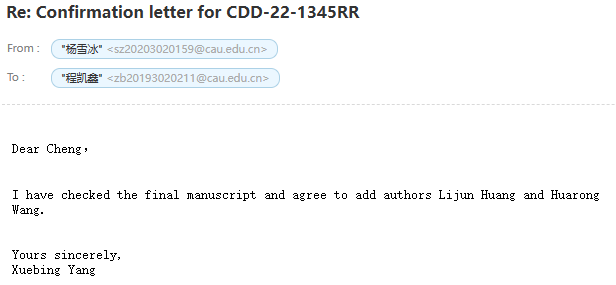

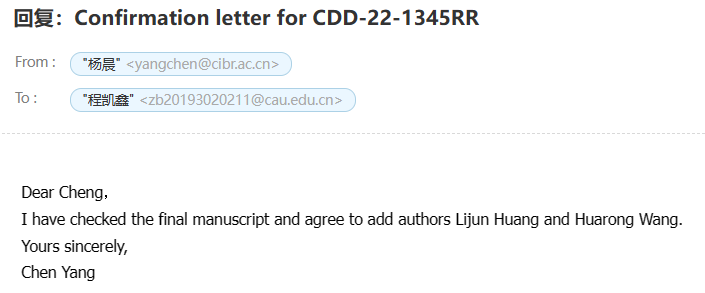

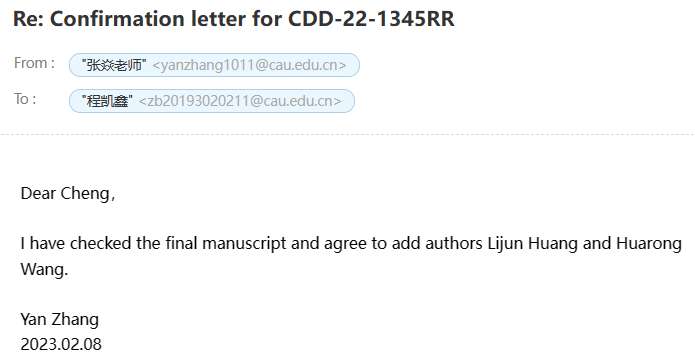

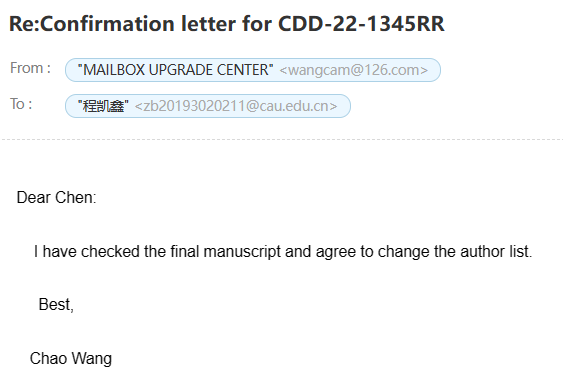

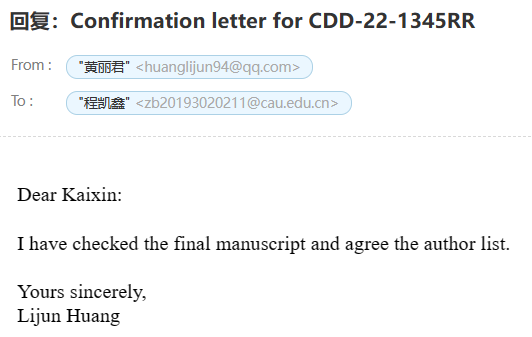

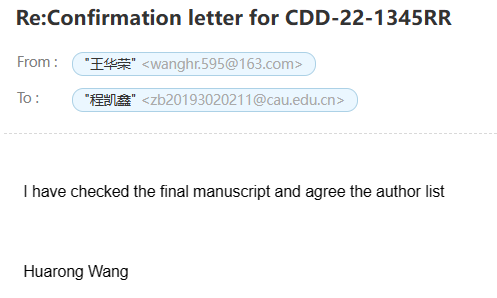

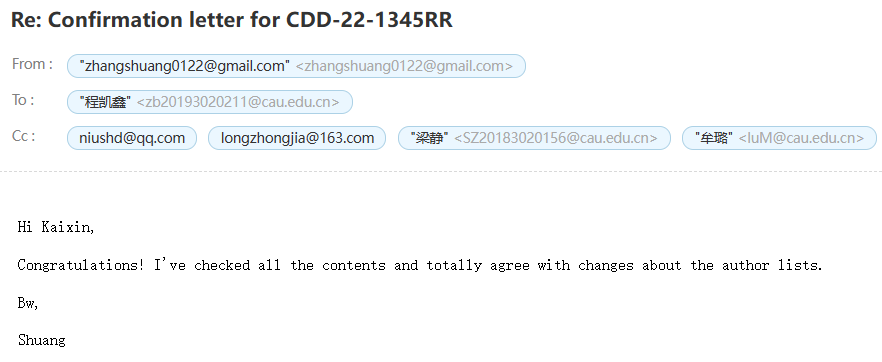

Note: The addressee for these emails is author Kaixin Cheng who also agrees the changes in author list.

How the deposited data were processed for this re-analysis (not part of the article)

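RNA-Seq libraries of WT-GCs, MT-GCs and GCTs were compared, with 3 libraries in each group. The authors deposited the expression values as FPKM, 1 column per library. The table read here holds 32 genes. Whether it is complete and how these genes were chosen are not known, so counts among them do not stand for the transcriptome. The submitters' processing notes name mm10 and DESeq2 version 1.16.1, and the paper's methods name the same DESeq2 version for the test between groups. The aligner, the counting tool, the annotation and the computation of FPKM are not given in the sources used here. Everything after the FPKM was computed for this re-analysis.

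The FPKM of each library were read as deposited. The last value of the table, *Serpine2* in GCT replicate 1 (48.1 FPKM), has fewer digits than the others and may have been shortened, and a fit without *Serpine2* was added. No pair of columns was identical. The lowest value was 0.629 FPKM, and 0 genes had a mean under 1 FPKM in every group, so a filter on low values removes no gene. Symbols, coordinates and gene types were taken from a GENCODE annotation of GRCm38, the assembly that mm10 denotes, and matched to 30 of the 32 identifiers. Near-identical copies were sought by BLAST 2.17.0 of 1 transcript per gene, the longest, against the annotated transcripts, with at least 98% identity over at least 150 bases. Of the annotated genes, 8 had such a copy and 6 overlapped a gene on the other strand.

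FPKM were transformed as log2(FPKM + 1). The main fit was limma 3.58.1 in R 4.3.3 with the 3 groups, all 9 libraries, empirical Bayes moderation and Benjamini-Hochberg adjustment over the 32 genes. The threshold was an adjusted p of 0.05 with no limit on fold change. DESeq2 was not used here, since it needs counts. Depth is unknown, so no counting error can be given and the precision rests on the spread between libraries. On simulated data of 32 genes with 16 changed, drawn 200 times with the spread of these libraries, the fit for MT-GCs vs. WT-GCs found 4.2% of genes changed by 0.5 on the log2 scale, 48.3% of those changed by 1 and 82.6% of those changed by 2. For GCTs vs. MT-GCs it found 4.8%, 48.3% and 82.3%, and for GCTs vs. WT-GCs 3.5%, 48.9% and 80.9%. The share of calls that were false lay between 2.6% and 11.3%. The draws were independent between genes, with the same spread in all groups. Single libraries here deviated in several genes together and the spread differed between groups, so these rates may not hold for these data.

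The rule for named genes, set before the data were examined, allowed every gene of a table with under 200 genes to be named. Gene lists were fixed at the same time: 22 lists, of which 19 had no member among the 32 genes. Those without members covered apoptosis, hypoxia, stemness, proliferation, anti-phagocytic genes, leukocyte adhesion, feedback genes of PI3K signaling, cell cycle inhibitors, the deleted genes, and markers of Sertoli cells, theca and stroma, oocytes, macrophages and their subtypes, lymphocytes, endothelium and erythroid cells. Overlaps of calls were set beside 1000 simulations of 9 libraries without group differences.

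The alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, fits of the 2 groups compared alone, the replicate number as a block, moderation with a mean-variance trend, no moderation, array weights per group and leaving out each library in turn. Added after the data were examined were leaving out both WT-GC replicate 3 and GCT replicate 1, leaving out the last listed gene, scaling each library to *Eef1a1*, *Eef2* and *Tpt1*, and leaving out the 6 mitochondrial genes. Other genes of the transcriptome were not analysed here. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.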

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

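The tests of other explanations in this part were all chosen after the values were seen. With 3 libraries per group, single libraries were not tested as outliers.

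The following genes, which the paper's text does not name, were higher in every GCT library than in every WT-GC library and passed the threshold in limma. Among the genes that rose, the 2 unannotated transcripts had the largest log2 fold changes in GCTs against WT-GCs in the fit with all libraries, 9.06 and 6.06. The values were 5.10 for *Col4a1*, 3.39 for *Clu*, 3.27 for *Sparc* and 2.04 for *Thbs1*; without WT-GC replicate 3 *Col4a1* was at 6.31 and *Sparc* at 4.22, and without WT-GC replicate 2 *Col4a1* was at 4.42. The glycolytic genes *Pkm* and *Eno1* had 2.24 and 1.93. *Flna* had 1.30 and the nuclear long non-coding RNA *Malat1* 1.19. The chaperone genes *Hspa8* and *Hsp90ab1* had 0.86 and 0.55, the translation factor *Eef1a1* 0.62 and the ubiquitin ligase gene *Nedd4* 0.47. When libraries were scaled to 3 translation genes, of which *Eef1a1* is one, *Flna* was at 0.80, *Hspa8* at 0.36, *Hsp90ab1* at 0.062, *Eef1a1* at 0.13 and *Nedd4* at -0.026, and none of these 5 passed the threshold. The calls of *Hsp90ab1*, *Eef1a1* and *Nedd4* also ended without WT-GC replicate 1 (0.52, 0.57 and 0.44) or WT-GC replicate 2 (0.57, 0.56 and 0.47). Those of *Hsp90ab1* and *Nedd4* ended as well without any 1 of the MT-GC libraries (0.55 and 0.47) or GCT replicate 3 (0.54 and 0.35), that of *Hsp90ab1* without GCT replicate 1 (0.42), and that of *Nedd4* without WT-GC replicate 3 (0.48) or GCT replicate 2 (0.49). Of the genes named so far in this paragraph, only the 2 unannotated transcripts, *Pkm* and *Eno1* also passed the threshold in GCTs against MT-GCs in the main fit. There *Col4a1* was at 0.14, *Clu* at 0.19, *Sparc* at -0.077, *Thbs1* at 0.31, *Flna* at -0.31 and *Malat1* at 0.30. *Hspa8* was at 0.10, *Hsp90ab1* at 0.15, *Eef1a1* at 0.32 and *Nedd4* at -0.20. *Dag1* was higher in every MT-GC library than in every WT-GC library, with a log2 fold change of 1.73.

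In GCT replicate 1, transcripts of the mitochondrial genome were lower than in the other GCT libraries, by a median of -2.84 on the log2 scale over 6 genes, from -2.23 to -4.41, the latter for *mt-Nd4*. The pattern was not confined to them: of 24 annotated nuclear-encoded genes, 3 were lower by over 1 in this library, *Cyp11a1* (-2.80), *Hsd3b1* (-2.03) and *Tpt1* (-1.16). The tables argue against a scaling factor of the whole library, since the 24 annotated nuclear-encoded genes had a median difference of -0.04. They also argue against an equal loss of every mitochondrial transcript, because the differences were uneven: their SD over the 6 genes was at least 0.84 for pairs with GCT replicate 1, against at most 0.40 for pairs of replicates without it. No biological explanation was tested, since nothing in the design sets this tumor apart.

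WT-GC replicate 3 stood apart from the other WT-GCs toward MT-GCs in *Col4a1* and *Sparc* and in the granulosa cell genes. Mutant cells in this library would have to account for 15.8% of its RNA by *Col4a1* and 32.3% by *Sparc*, and at the lower share *Clu* would be at 462 FPKM. It was at 200.3 FPKM, as in the other WT-GC libraries, and the unannotated transcripts gave shares of 1.15% and 0.059%, which argues against mutant cells. Other ovarian cells remain open: the 4 granulosa cell genes were lower in this library by a median of -0.85 on the log2 scale, but no gene of the lists for theca and stroma, endothelium, macrophages or oocytes was among the 32 genes. The 2 luteal and steroidogenic genes, which are not limited to 1 cell type, moved apart: *Cyp11a1* was higher by 1.43 in this library and *Hsd3b1* lower by 0.67. No biological explanation was tested, since the design gives none within WT-GCs.

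The fall of inhibin and activin subunits and *Gja1* may come, among other causes, from a change in the cells or from a lower share of granulosa cells in the libraries. The paper reports follicle over-activation in DKO ovaries at PD23, and the follicle stages that gave each library are not known, so stage was not separated from genotype. Between MT-GCs and GCTs the genes did not fall together: *Inhba* rose by 1.79 on the log2 scale while *Inha* fell by 3.38. This cannot exclude a lower share, since other cells in the libraries, which could not be read, may also express *Inhba*. By *Inha*, a lower share as the only cause would have to be 10.4-fold against MT-GCs and 141-fold against WT-GCs. The paper reports FOXL2 in all cells of the tumor nests and no detectable *Pten* or *p27* in GCTs. It does not report these for the libraries read here. Between WT-GCs and MT-GCs a lower share stays open as well. There the log2 fold changes of the 4 genes lay within 1.42 of each other and their largest standard error was 0.54. As the only cause, the share would have to be lower 13.6-fold by *Inha*, 18.9-fold by *Inhbb*, 8.44-fold by *Inhba* and 7.08-fold by *Gja1*. The paper reports loss of PTEN and P27 in GCs of DKO mice at PD23, but not for the libraries read here. The methods name total RNA of ovaries, GCT tissues and GCT cells, and the share of other cells in each library is not known. Genotype, which may include the presence of Cre, goes with MT-GCs vs. WT-GCs, which share the age of PD23. Tumor formation and age go with GCTs vs. MT-GCs, which are both from DKO mice, and all 3 go with GCTs vs. WT-GCs, so these were not separated there.

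Other splits of the 6 libraries of a comparison were too few to give a share under 0.05, as 3 against 3 make 10 splits, and 1 of them, the real one, gave as many DEGs in each comparison. The real split gave 20, 9 and 23 DEGs for MT-GCs vs. WT-GCs, GCTs vs. MT-GCs and GCTs vs. WT-GCs, and the highest of the other splits gave 0 in each. Each of the other splits mixes the 2 groups, so the group difference enters their spread and 0 DEGs there decides nothing.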

How the results depend on the processing

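Fits with both WT-GC replicate 3 and GCT replicate 1 left out, without the last listed gene, with scaling to translation genes and without the 6 mitochondrial genes were chosen after the data were examined. Of the 52 calls of a gene in a comparison, 34 held in every setting and 18 were lost in at least one: 8 of 20 in MT-GCs vs. WT-GCs, 2 of 9 in GCTs vs. MT-GCs and 8 of 23 in GCTs vs. WT-GCs. When the 2 groups compared were fitted alone, 25, 9 and 18 genes were DEGs in these comparisons in turn. With both WT-GC replicate 3 and GCT replicate 1 left out, the counts were 26, 10 and 23. Leaving out 1 library at a time gave 14 to 23 DEGs between MT-GCs and WT-GCs (10 to 14 higher, 4 to 9 lower), 7 to 10 between GCTs and MT-GCs (5 to 6 higher, 2 to 5 lower) and 17 to 23 between GCTs and WT-GCs (12 to 16 higher, 5 to 7 lower). The overlap of the GCT comparisons was then 5 to 9 genes, and 4 to 7 were DEGs in all 3 comparisons. The number of genes that were DEGs in both GCT comparisons but not between MT-GCs and WT-GCs, 0 in the main fit, was then 0 to 3, and 2 with scaling to the translation genes. Of the glycolysis genes 0 to 2 were DEGs between MT-GCs and WT-GCs, and of the luteal and steroidogenic genes 0 to 1 in MT-GCs vs. WT-GCs, 0 to 1 in GCTs vs. MT-GCs and 1 to 2 in GCTs vs. WT-GCs. Among the settings without 1 library, the fit rests on fewer samples by construction.

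Whether the 3 translation genes are a stable reference was not tested, and *Tpt1* in GCT replicate 1 was at -1.16 against the other GCT libraries. On average they rose along the groups, so scaling to them works against higher calls by construction. It shifted all genes down by 0.33, 0.17 and 0.49 on the log2 scale in MT-GCs vs. WT-GCs, GCTs vs. MT-GCs and GCTs vs. WT-GCs. Relative to that shift, 8 genes were higher in MT-GCs than in WT-GCs, 5 were DEGs in all 3 comparisons, 0 of the glycolysis genes were DEGs between MT-GCs and WT-GCs, and *Nedd4* in GCTs vs. WT-GCs was at -0.026. With array weights per group, 2 genes were lower in GCTs than in MT-GCs. In GCTs vs. WT-GCs, 1 steroidogenic gene was a DEG when the 2 groups were fitted alone and 1 without moderation. With both WT-GC replicate 3 and GCT replicate 1 left out, 2 steroidogenic genes were DEGs in MT-GCs vs. WT-GCs, *Hsd3b1* lower and *Cyp11a1* higher (1.69), and 1 in GCTs vs. MT-GCs, *Cyp11a1*, which was higher (2.11), as it was without GCT replicate 1 alone. With both libraries left out, the log2 fold changes of mitochondrial genes in GCTs vs. MT-GCs, which did not pass the threshold, turned positive, at 0.64 for *mt-Co1*, 0.075 for *mt-Cytb*, 0.66 for *mt-Nd5*, 0.45 for *mt-Nd1*, 0.53 for *mt-Nd4* and 0.50 for *mt-Nd2*, as they did without GCT replicate 1 alone. Leaving out 1 library at a time gave -0.60 to 0.64 for *mt-Co1*, -1.48 to 0.075 for *mt-Cytb*, -0.83 to 0.66 for *mt-Nd5*, -0.71 to 0.45 for *mt-Nd1*, -1.69 to 0.53 for *mt-Nd4* and -1.30 to 0.50 for *mt-Nd2*. Beyond the left-out libraries, the cause was not tested.

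With the replicate number as a block, 20, 8 and 20 genes were DEGs in MT-GCs vs. WT-GCs, GCTs vs. MT-GCs and GCTs vs. WT-GCs. Libraries with the same number did not deviate together (correlations from -0.45 to 0.20 over 9 pairs, and 0 of 9 libraries correlated best with its own number), so the numbers were not taken to pair them. DESeq2 and another normalization by TMM were not run, because they need counts, and a filter on low values removed no gene and tests nothing. Depth is unknown, and the limit is the number of libraries.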

Other observations

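The balance of the subunit genes *Inha* and *Inhba* changed along the groups. The log2 ratio of *Inhba* to *Inha* FPKM was -2.58 ± 0.11 in WT-GCs, -1.90 ± 0.56 in MT-GCs and 3.31 ± 0.75 in GCTs (SD, n = 3 each). *Inha* was thus the more abundant in every WT-GC and MT-GC library, and *Inhba* in every GCT library, where the ratio ranged from 2.46 to 3.85. An alpha and a beta subunit together form an inhibin and beta subunits alone form an activin. The ratio of *Inhbb* to *Inha* was -2.48 ± 0.15, -2.98 ± 0.98 and -1.86 ± 1.11 (SD, n = 3 each), and the groups' libraries overlapped. The paper's text gives no expression values for these genes.

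*Dag1* was the 1 DEG of GCTs vs. MT-GCs that was not a DEG of GCTs vs. WT-GCs. It was at 138 ± 15.7 FPKM in WT-GCs, 468 ± 98.1 in MT-GCs and 166 ± 56.8 in GCTs (SD, n = 3 each).

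The 6 mitochondrial genes, by FPKM times gene length, were read as 0.644% of the fragments in GCT replicate 1 and between 2.13% and 4.70% in each of the other libraries. In the main fit, *mt-Cytb* was the 1 of these genes past the threshold in any comparison, at -1.97 in GCTs vs. WT-GCs (adjusted p = 0.034 from limma, 0.010 to 0.11 over the other settings). Its call ended in 9 of 19 other settings, among them without WT-GC replicate 1 (-1.79), WT-GC replicate 2 (-2.21), WT-GC replicate 3 (-1.91) or any of the MT-GC libraries (-1.97), and its value was -1.06 without GCT replicate 1 and -2.61 without GCT replicate 2. In MT-GCs vs. WT-GCs, *mt-Cytb*, *mt-Nd1* and *mt-Nd4* had log2 fold changes of -1.13, -0.79 and -0.80, which did not pass the threshold in the main fit. At the same values they passed when these 2 groups were fitted alone with all 6 of their libraries, and without GCT replicate 1. With both WT-GC replicate 3 and GCT replicate 1 left out they passed at -1.07, -0.73 and -0.79.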
